# Stress-NRF2 response axis polarizes tumor macrophages and undermines immunotherapy

**DOI:** 10.1136/jitc-2025-013063

**Published:** 2025-10-31

**Authors:** Dominik J Schaer, Nadja Schulthess-Lutz, Livio Baselgia, Kahrisan Kunasingam, Rok Humar, Kerstin Hansen, Melanie Eschment, Elena Duerst, Florence Vallelian

**Keywords:** Macrophage, Tumor microenvironment - TME, Immunotherapy

## Abstract

**Background:**

Tumor-associated macrophages (TAMs) can switch between immune-activating and cancer-promoting states; yet, the stress pathways that lock them into procancerous states remain obscure. Here we defined the role of transcription factor NRF2 as a mediator of procancerous macrophages.

**Methods:**

We combined spatial transcriptomics, single-cell RNA sequencing, three-dimensional (3D) cell culture and in vivo tumor models to explore how NRF2 activation status in tumor-associated macrophages modifies responses to immunotherapy.

**Results:**

In MC38 colon tumors, repeated anti-CD40 or radiotherapy created necrosis that split TAMs into peripheral Cxcl9+ and peri-necrotic Spp1+ subsets. Spatial transcriptomics, single-cell RNA sequencing, and Keap1-deficient mice showed that the latter are NRF2-imprinted “stress-TAMs”, with immunosuppressive and tumor-promoting activity. The same NRF2 activation gradient separates pro-inflammatory CXCL9+ and anti-inflammatory SPP1+TAMs across diverse human cancers. NRF2-imprinted TAMs silence IFN-STAT1 programs, lose major histocompatibility complex-II and chemokine expression, fail to expand T cells, drive tumor cell invasion in 3D co-cultures, and foster metastasis. Constitutive hematopoietic NRF2 activation accelerated the growth of therapy-naïve MMTV-PyMT breast tumors and markedly impaired the efficacy of agonistic anti-CD40 antibody therapy in MC38 subcutaneous and lung-metastasis models. Conversely, macrophage-specific Nrf2 deletion restored immunogenic TAMs and potentiated anti-CD40 and anti-programmed cell death protein-1 treatments.

**Conclusions:**

Our data pinpoint a previously underappreciated cytoprotective mechanism, which inadvertently sustains immunosuppressive macrophages and confers therapy resistance. These results define stress-induced TAMs as an untapped driver of macrophage-based immune evasion. Inhibiting NRF2 activity alongside standard immunotherapies could restore a pro-inflammatory macrophage–T-cell amplification loop, potentially improving patient responses to T-cell—and macrophage-directed immunotherapies.

**WHAT IS ALREADY KNOWN ON THIS TOPIC**

- Tumor-associated macrophages (TAMs) exist along a spectrum from pro-inflammatory, antigen-presenting to immunosuppressive, influencing tumor behavior.
- Stressors common in the tumor microenvironment—oxidative stress, hypoxia, acidosis and hemorrhage—push TAMs toward immunosuppressive states that hinder T-cell infiltration and function.
- Transcription factor NRF2 confers resistance to oxidative damage but simultaneously dampens pro-inflammatory and antitumor activities of macrophages.

**WHAT THE STUDY ADDS**

- Immunotherapy-induced necrosis creates a spatial gradient from pro-inflammatory macrophages at the tumor margin towards NRF2-imprinted immunosuppressive TAMs in the necrotic core.
- NRF2 locks macrophages into a phenotype with impaired antigen presentation and T-cell recruitment capacity, accelerating tumor cell invasion and metastasis.
- NRF2 deletion in macrophages improves the efficacy of anti-CD40 and anti-programmed cell death protein-1 immunotherapies.

**HOW THIS STUDY MIGHT AFFECT RESEARCH, PRACTICE AND POLICY**

- This research provides a mechanistic framework of how NRF2 enhances macrophage heterogeneity and therapy resistance across cancer models.
- Development and implementation of macrophage-targeted NRF2 inhibitors may enhance antitumor immunity and extend response durability.

## Background

 Tumors are heterogeneous ecosystems where diverse immune cell populations coexist and interact within distinct “niches”. Among these, tumor-associated macrophages (TAMs) are often abundant in solid tumors, showing diversified phenotypes, transcriptional programs, and functions.^1^ TAMs can either be pro-inflammatory, promoting immune-mediated tumor regression, or adopt immunosuppressive programs that foster cancer progression. These opposing polarization states clinically correlate with disease outcomes in multiple malignancies.^2^ Despite ongoing efforts to therapeutically reprogram endogenous TAMs or stem-cell-derived engineered macrophages into cancer-fighting effectors, the specific signaling mechanisms that subvert pro-inflammatory macrophage states remain poorly characterized.^3 4^ This challenge prompts a central question: How do therapy-induced changes in the tumor microenvironment (TME) shape distinct macrophage subsets, and which pathways can we manipulate to suppress procancerous polarization while favoring pro-immune, anti-cancerous macrophages?

A growing body of evidence implicates tissue stressors—such as oxidative stress, hypoxia, acidosis, and hemorrhage—in driving TAMs toward immunosuppressive phenotypes characterized by diminished tumoricidal capacity, pro-angiogenic activity, and a propensity to facilitate epithelial-mesenchymal transition (EMT), invasion, and metastasis.^5 6^ Therapeutic interventions, such as immunotherapies and high-dose radiotherapy, exacerbate these stress conditions by inducing cell death and hemorrhage, forcing macrophages to adapt.^3 7^ A primary mediator of stress adaptation is the transcription factor NRF2 (NFE2L2).^8 9^ Under basal conditions, NRF2 is negatively regulated by KEAP1; however, upon oxidative or electrophilic stress, NRF2 stabilizes and translocates to the nucleus, driving a cytoprotective transcriptional response. While NRF2 protects macrophages against oxidative insults, it concurrently impairs their antitumor capacity, diverting them from pro-inflammatory functions to an immunosuppressive state.^10^,^13^ In hemorrhagic tumor areas, for example, TAMs encountering damaged red blood cells and heme upregulate NRF2-responsive genes, biasing them toward procancerous phenotypes.^514^,^17^ Consequently, macrophage-based stress resilience through NRF2 may inadvertently fuel immunosuppressive TAM states, advancing cancer progression and undermining immunotherapies.

Here, we show that immunotherapeutic interventions expand TAM phenotypic diversity along a bifurcated polarization trajectory: immune-activated Cxcl9^+^ macrophages accumulate at the tumor periphery, whereas immunosuppressive Spp1^+^ macrophages localize to perinecrotic regions where NRF2 activity is high. Our work identifies NRF2 as a driver of therapy-resistant, cancer-promoting TAM subsets and uncovers a mechanistic link between stress adaptation and immunotherapy resistance in the TME. We further identify that modifying NRF2 could restore immunogenic macrophage subsets, thereby enhancing immunotherapy outcomes. This is the first comprehensive dissection of how immunotherapy-related necrosis drives an NRF2-centered macrophage program that subverts T-cell infiltration and tumor control.

## Results

### Rebound polarization of monocyte-derived tumor macrophages under repeated anti-CD40 immunotherapy

To investigate stress-induced TAM phenotypes on immunotherapy, we treated colon carcinoma MC38 tumor-bearing mice with a single dose of agonistic anti-CD40 or isotype control antibodies on day 11 (1×anti-CD40) or with repeated doses (3×anti-CD40). The repeated-dose protocol induces extensive necrosis with patchy zones of dense leukocyte infiltration in MC38 tumors (figure 1A). Tumors were harvested 24 hours after the last injection. Anti-CD40 injection significantly elevated the number of tumor-infiltrating CD45^+^F4/80^+^ macrophages (figure 1B). We isolated these CD45^+^F4/80^+^ TAMs by fluorescence-activated cell sorting (FACS) for single-cell RNA sequencing (scRNA-seq) and subsequent principal component analysis (PCA) to capture the primary sources of variation across samples (figure 1C,D). The sample distribution along the first principal component (PC1) was consistent with an acute immune activation induced by the single antibody injection protocol, followed by a rebound on triple antibody injection. To identify which genes drive this separation, we examined PC1 loadings, which measure the contribution of each gene to PC1. Genes with high positive loadings (eg, Irf1, Ccl8, Cxcl10, Cd40, Gbp5, Gbp8) characterized the initial anti-CD40 antibody effect, consistent with an IFN–STAT1–driven, immune-activated phenotype (figure 1E,F).^18^ In contrast, Spp1 exhibited a strong negative loading, aligning with the rebound. Spp1 is a marker of immunoresilient and procancerous TAMs.^19^ Therefore, this rebound raised questions about stress signals in the TME driving macrophages toward an immunosuppressive trajectory. Across all three samples, figure 1G highlights the striking polarity along a phenotype gradient from immune-activated Cxcl9^+^ Cxcl10^+^ MHC-II^+^ macrophages towards Spp1^+^ TAMs. While Cxcl9^+^ and Spp1^+^ TAMs define opposite poles along a continuum of polarization, many cells occupy intermediate states that co-express features of both programs.

**Figure 1:**
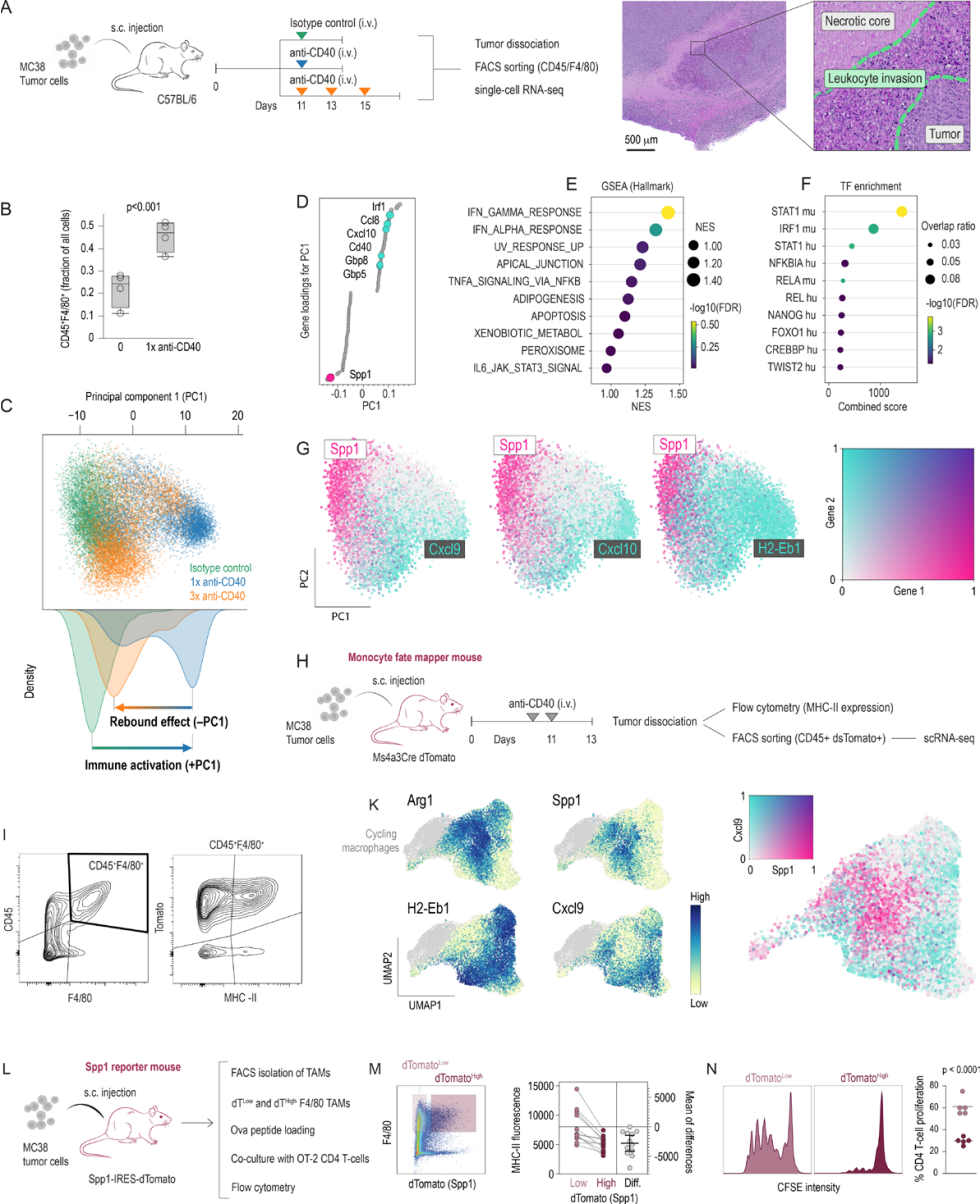
Biphasic polarization of tumor macrophages under anti-CD40 immunotherapy. (**A**) Mice bearing s.c. MC38 tumors were treated intravenously with either isotype control or agonistic anti-CD40 antibodies administered either as a single dose or as a three‑dose regimen. 24 hours after the final injection, tumors were harvested, and CD45^+^ F4/80^+^ cells were FACS-sorted for multiplexed scRNA-seq. Anti-CD40 therapy induces extensive tumor necrosis with patchy leukocyte infiltration as observed in the H&E-stained MC38 tumor section (right). (**B**) Flow cytometry of MC38 tumor single-cell suspensions indicates increased macrophage infiltration following anti-CD40 injection. Bars represent the fraction of CD45^+^F4/80^+^ cells among total live tumor cells (n=3 per group; mean±SD, t-test). (**C**) After demultiplexing and normalization, we selected the macrophage compartment and performed PCA on the scRNA-seq data. The scatter plot of the first two principal components (PC1, PC2) is color-coded by treatment group. Density plots for PC1 highlight that repeated anti-CD40 therapy shifts the macrophage transcriptome back toward the control-like phenotype. (**D**) Gene loadings for PC1: genes are ordered by their contribution (loading) to PC1. High positive loadings indicate genes strongly associated with the positive PC1 direction (eg, Cxcl10), whereas negative loadings highlight genes such as Spp1. (**E**) GSEA: the top PC1-loading genes (positive direction) were subjected to GSEA (Hallmark gene sets). Dots are color-coded and size-coded by −log_10(FDR) and NES, respectively. (**F**) TF over-representation: positive PC1-loading genes were further analyzed for TF-binding motifs. The dot plot displays key TFs (eg, STAT1) enriched among these genes. (**G**) Scatter plots of PC1 versus PC2 are color-coded for Spp1/Cxcl9, Spp1/Cxcl10, or Spp1/H2-Eb1 expression. These data illustrate a polarity between Spp1^+^ immunosuppressive and Cxcl9^+^ /Cxcl10^+^ immunogenic macrophages. (**H**) Monocyte origins: mice bearing MC38 tumors were injected with anti-CD40 twice, followed by tumor harvest. CD45^+^tdTomato^+^ myeloid cells were FACS-sorted for scRNA-seq. The Ms4a3-Cre Rosa26-tdTomato fate-mapping system labels monocytes and their progeny irreversibly. (**I**) Flow cytometry of tumor cell suspension shows that most tumor-associated macrophages (TAMs) in the MC38 model (Ms4a3-Cre fate-mapper) are CD45^+^ F4/80^+^ tdTomato^+^, with subsets differing in MHC class II levels. (**K**) scRNA-seq UMAP of CD45^+^tdTomato^+^ macrophages from Ms4a3-Cre mice treated with anti-CD40. Expression feature plots for Arg1, Spp1, H2-Eb1, and Cxcl9 confirm a bifurcated trajectory to immunosuppressive (Spp1^+^, Arg1^+^) and pro-inflammatory (Cxcl9^+^, H2-Eb1^+^) macrophages. (**L**) MC38 tumors were grown in Spp1-IRES-dTomato mice and treated with anti-CD40 antibody. (**M**) CD45^+^F4/80^+^ TAMs from n=12 tumors were stratified for high versus low dTomato fluorescence and MHC-II expression quantified as mean fluorescence. (**N**) dTomato^high^ and dTomato^low^ CD45^+^F4/80^+^ TAMs from n=5 tumors were FACS-sorted, loaded with OVA^323–339^ peptides, and co-cultured with naive CFSE-labeled CD4^+^ T-cells from OT-II mice. After 72 hours, we found less T-cell proliferation after co-culture with dTomato high versus dTomato low TAMs (paired t-test). CFSE, carboxyfluorescein succinimidyl ester; FACS, fluorescence-activated cell sorting; FDR, false discovery rate; GSEA, Gene Set Enrichment Analysis; MHC, major histocompatibility complex; NES, normalized enrichment score; s.c., subcutaneous; scRNA-seq, single-cell RNA sequencing; TAM, tumor-associated macrophage; TF, transcription factor; UMAP, uniform manifold approximation and projection.

To confirm that both pro-inflammatory and immunosuppressive macrophage subsets arise from common monocyte precursors, we employed Ms4a3-Cre Rosa26-tdTomato fate-mapping mice (figure 1H).^20^ 

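The scRNA-seq data come from MC38 tumors, a mouse colon carcinoma line grown under the skin, in Ms4a3-Cre Rosa26-tdTomato mice. In these mice Ms4a3, a gene of granulocyte-monocyte precursors, switches on tdTomato, so monocytes, their macrophage progeny and neutrophils carry the label. Mice received 2 injections of an agonistic anti-CD40 antibody (20 mg/kg), tumors were taken on day 13, and CD45+tdTomato+ cells were sorted. This treatment is the paper's; the sample labels name no treatment per sample. Cells were fixed and hybridized with probes before droplets were made (10x Genomics Fixed RNA Profiling), so each gene was counted by its probes. The submitters' processing notes name Cell Ranger 7.2.0, Scanpy 1.9.2 and GRCm39.

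The deposited counts of replicate 2 were used, and the counts of replicate 1 were not analysed here. All values therefore come from 1 library with no spread between replicates, and their intervals (exact Poisson for sums of UMIs, exact binomial for shares of cells, 95%) cover counting error only. The library held 119748550 UMIs in 11956 cells, with a median of 7704 UMIs (10th to 90th percentile 2241 to 19478.5) and 3045 genes per cell. Cells with 500 to 8000 genes and at most 10% mitochondrial UMIs were kept, which left 11813 cells; the paper's text names these filters without their values. Counts were normalized per cell, log-transformed and clustered (2000 variable genes, 30 principal components, 15 neighbors, Leiden resolution 1).

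Of 18 clusters, macrophage-like clusters 0, 2, 3 and 6 held 4757 cells (40.3%) and monocyte-like clusters 1, 4 and 10 held 2795 cells (23.7%). Cluster 3 was led by Ppbp, Hmox1 and Cxcl3 among others, cluster 1 by Ifit1bl1 and Ccl24, cluster 2 by Cd163 and Gbp2b, cluster 0 by Ccl12, and cluster 4 by Ciita and Cxcl9. Cells of a cycling-like cluster made up 6.56%, neutrophil-like clusters 7.68%, a fibroblast-like cluster 2.98% and a T cell-like cluster 1.11%. Another 6 clusters with 17.7% of cells were left unnamed, because mature dendritic cell, osteoclast or plasma cell genes led them, because of low UMI counts or because too few markers were detected. The cell type markers were fixed before the data were examined, whereas the osteoclast and plasma cell genes and the rule that turns markers into names were set after the clusters were seen, and the rule was revised once; its first form also called the clusters led by mature dendritic cell, osteoclast and plasma cell genes macrophage-like.

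No doublets were removed, since the paper's text names no such step. From 2276 droplet barcodes shared by both libraries, 9.68% of the barcodes of this library are expected to hold 2 or more of its cells. For shares of cells with a UMI, the cells of the macrophage-like and monocyte-like clusters (called macrophages here) were thinned to 2400 UMIs each, which left out 181 of 7552 cells (103 macrophage-like and 78 monocyte-like).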

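Spp1, which encodes osteopontin, and Arg1, which encodes arginase 1, were both high in clusters 0, 1 and 3. H2-Eb1, an MHC-II chain, was low in cluster 0 but not in cluster 1. Macrophage-like cluster 0 held 1538 CPM of Spp1 (95% interval 1519 to 1557) and 3088 CPM of Arg1, but 107 CPM of H2-Eb1 (102 to 112), where CPM scales the gene's UMIs by all UMIs of the cluster. In macrophage-like cluster 3, Spp1 was at 1154 CPM, Arg1 at 5182 CPM and Cxcl9, a chemokine induced by IFN-γ that attracts T cells, at 224 CPM (213 to 234). Cluster 0 held 535 CPM of Cxcl9 (524 to 547). Monocyte-like cluster 4 showed the opposite levels, with 1683 CPM of Cxcl9 and 5029 CPM of H2-Eb1 against 119 CPM of Spp1 (111 to 127) and 373 CPM of Arg1. Cxcl9 is 1 of the 10 genes that lead cluster 4, so its level there is part of what defines the cluster.

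The remaining clusters mixed these genes. Monocyte-like cluster 1 held the most Spp1 of the macrophages (2169 CPM) together with 2887 CPM of Arg1 and 1519 CPM of H2-Eb1. Macrophage-like cluster 2 held 5466 CPM of H2-Eb1 and 137 CPM of Spp1, yet 1363 CPM of Arg1. Macrophage-like cluster 6 held both Spp1 (730 CPM) and Cxcl9 (907 CPM), and monocyte-like cluster 10 was low in Spp1 (48.1 CPM, 39.6 to 57.8) and Arg1 (71.0 CPM).

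Single cells were then compared on thinned counts. Spp1 was detected in 34.9% of macrophages and Cxcl9 in 36.8%, and 9.56% held both (8.90% to 10.3%), which is 0.745 times (0.693 to 0.799) the 12.8% given by the product of the shares. The ratio was 0.741 for Spp1 with H2-Eb1 and 0.789 for Arg1 with Cxcl9. It was above 1 for the pairs within each arm, at 1.30 for Spp1 with Arg1 and 1.22 for Cxcl9 with H2-Eb1. Without thinning, 22.7% of cells held Spp1 and Cxcl9 and the ratio was 0.937. Such UMIs were not confined to the clusters called macrophages here. At 1200 UMIs per cell, 20.2% of the cells of neutrophil-like cluster 12 (median 1370 UMIs before thinning, 113 of its 361 cells left out) held Spp1 and 11.7% held Cxcl9, against 27.8% and 29.5% of macrophages (median 7536.5 UMIs, 48 cells left out). In unnamed cluster 15, led by Gzma, Prf1 and other genes of cytotoxic lymphocytes (median 2252.5 UMIs before thinning, 7 of its 72 cells left out), the shares were 20.0% for Spp1 and 3.08% for Cxcl9. Other clusters reached the Spp1 share of macrophages, with overlapping intervals at 28.2% in neutrophil-like cluster 9, 30.9% in unnamed low-UMI cluster 8 (Cxcl9 2.58%) and 35.1% in T cell-like cluster 14, or exceeded it, at 35.3% in cycling-like cluster 7, 39.4% in fibroblast-like cluster 13 and 70.5% in the 44 cells of cluster 16, led by plasma cell genes. The macrophage marker C1qa was found in 75.9% of cluster 7 and 93.2% of cluster 16, against 60.9% of macrophages. It was found in 43.8% of cluster 9, 33.6% of cluster 14, 15.4% of cluster 13 and 11.9% of cluster 8. Clusters 7, 9, 14 and 16 thus do not show Spp1 in cells without macrophage genes. Neither does cluster 13, where 39.5% of cells held C1qa before thinning and all 11 macrophage markers were each found in at least 20% of cells.

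In the GRCm39 annotation, all 4 are protein-coding genes. Spp1 (ENSMUSG00000029304) lies on chromosome 5 from 104582165 to 104589235 and Cxcl9 (ENSMUSG00000029417) on the same chromosome from 92469206 to 92475945. Arg1 (ENSMUSG00000019987) lies on chromosome 10 from 24791118 to 24803817, and H2-Eb1 (ENSMUSG00000060586) on chromosome 17 from 34504236 to 34535648.

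**Figure D1:**
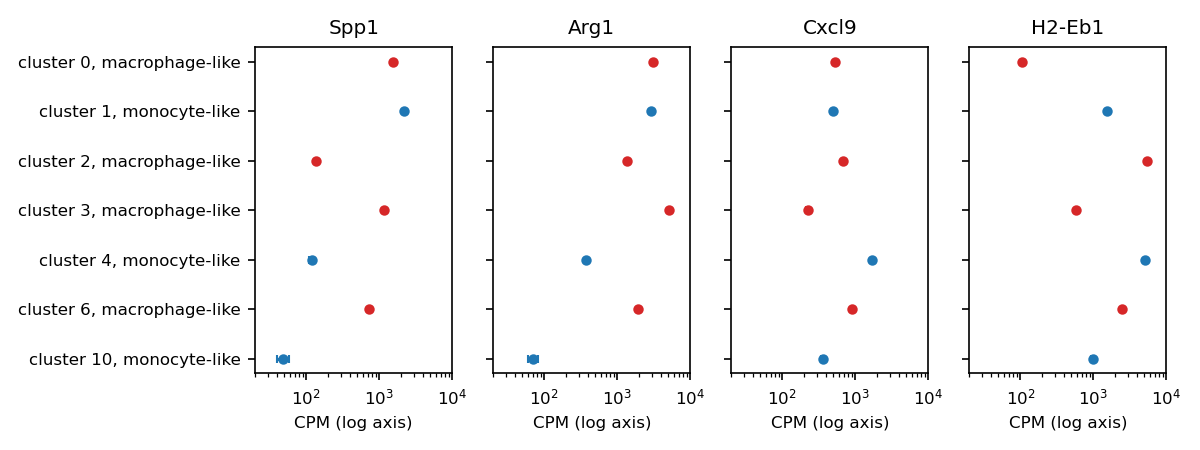
Levels of Spp1, Arg1, Cxcl9 and H2-Eb1 in the macrophage-like (red) and monocyte-like (blue) clusters, as CPM of summed UMIs on a log axis. Bars are exact Poisson 95% intervals, most of them smaller than the points; Spp1 spans 48.1 CPM in cluster 10 to 2169 CPM in cluster 1.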

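Macrophages with Spp1 and without Cxcl9 (Spp1+Cxcl9-) carried more mRNA of lysosome, matrix and phagocytosis genes, and macrophages with Cxcl9 and without Spp1 (Cxcl9+Spp1-) more of MHC-II and IFN-γ response genes. Of 14 gene lists fixed before the data were examined, MHC-II presentation stood lowest in Spp1+Cxcl9- cells, with a median log2 ratio of -1.69 over Cxcl9+Spp1- cells. All 7 members with at least 10 CPM in the higher class were lower by at least 0.5 on the log2 scale, among them Cd74, the invariant chain (-1.42), H2-Eb1 (-1.98), H2-Aa (-1.78) and Ciita, the MHC-II transactivator (-1.85). Cd74 was at 3965 CPM (3936 to 3994) in Spp1+Cxcl9- and 10625 CPM (10579 to 10670) in Cxcl9+Spp1- cells. Of 22 genes of the IFN-γ response, 21 were lower by that rule of size, with a median of -0.97, among them Ccl5 (-2.33), Gbp5 (-1.69), Gbp2 (-1.50), Cd40 (-1.22), Irf1 (-0.98) and Cxcl10 (-0.75). Cxcl9 is itself induced by IFN-γ, so choosing cells by Cxcl9 favors this direction for genes that go with it.

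In contrast, 14 genes of the type I interferon response stood at a median of 0.04, none past 0.5 in either direction; Ifit3 was at 0.49 and Zbp1 at -0.37. In the MHC-I list (median -0.45) 3 of 11 genes were lower (Tap1 at -0.61, Tap2 at -0.71, Nlrc5 at -0.54). Ligands and cytokines acting on T cells had a median of -0.13, with Il12b, which encodes a subunit of IL-12 (-2.77), and Cd274, which encodes PD-L1 (-0.97), lower in Spp1+Cxcl9- cells. Few cells held Il12b after thinning, 0.43% of Spp1+Cxcl9- and 1.94% of Cxcl9+Spp1- cells. Before thinning, macrophage-like cluster 0 held 572 Il12b UMIs in 2.81% of its cells. The NF-κB list had a median of -0.14, with Tnf at -0.68 and the neutrophil-attracting chemokine Cxcl3 at 2.08, and 1 of 5 resident-like macrophage genes was lower (median -0.24).

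On the other side, 8 of 15 lipid and lysosome genes were higher in Spp1+Cxcl9- cells (median 0.60), led by Cd9 (1.45), the lipid scavenger receptor Cd36 (1.32), the lysosomal protease Ctsl (1.25) and Trem2 (0.99). Of 13 matrix and angiogenesis genes 5 were higher, with the elastase Mmp12 at 2.62, fibronectin (Fn1) at 1.93 and Thbs1 at 0.84. The hypoxia and glycolysis list had 5 of 22 genes higher (median 0.35, Egln3 at 1.39), phagocytosis had 5 of 14 higher and Marco lower (-2.55). Of 9 heme and iron genes (median 0.19) 2 were higher (Slc40a1 and Hmox1) and 1 was lower. Alternative activation genes split (4 higher and 2 lower of 8), with Ccl24 at 3.25 among those higher but Ccl22 at -3.43 and Ccl17 at -2.62; without the 5% of cells with the most UMIs, Ccl22 stood at 0.27 and Ccl17 at 1.17. Across the other settings on this scale, the ranges of the genes printed here were widest for Ccl22 (-4.61 to 0.27), Ccl17 (-3.06 to 1.17), Ccr7 (-5.35 to -2.30), Il12b (-4.62 to -1.75), Marco (-3.73 to -1.02), Mmp12 (1.63 to 4.33), Ccl24 (1.82 to 3.52), Cxcl3 (1.37 to 3.06), Il4i1 (-3.33 to -1.80) and Vcam1 (-2.43 to -1.02), and Slc40a1 fell to 0.32. Outside the lists, Nt5e (2.43), an enzyme that makes adenosine, and Fcrls (2.38) were among the highest genes and Dnase1l3 (-3.01) and Vcam1 (-2.25) among the lowest, and Arg1 stood at 1.74. Ccr7 (-2.63) and Il4i1 (-2.12), markers of mature dendritic cells, were also lower, although the cluster led by such genes is not among these cells. Ccl22, Ccl17 and Il12b are among the leading genes of that cluster too. After thinning, Ccl22 was held by 0.27% of Spp1+Cxcl9- and 1.99% of Cxcl9+Spp1- cells, and Ccl17 by 0.43% and 0.95%. Their ratios thus come from few cells and need not describe the classes as a whole.

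The medians of the lipid and lysosome, hypoxia and phagocytosis lists lay at percentile 100 of 10000 random lists matched on expression, and those of MHC-II and the IFN-γ response at percentile 0. Random lists do not allow for the choice of cells by Cxcl9, which favors the direction of genes that go with Cxcl9. Alternative activation lay at percentile 99.9, with a median of 0.44 over members that go both ways, matrix at 99.8, MHC-I at 0.02, T cell ligands at 0.500, resident-like macrophage genes at 1.58 and NF-κB at 2.24, all outside the central 95% of random lists. Heme and iron lay at 93.4 and type I interferon at 63.5, inside it. These classes are ranges of detection and not cell types: Spp1+Cxcl9- held 1865 cells (25.3%), Cxcl9+Spp1- 2009 cells (27.3%), Spp1+Cxcl9+ 705 cells and Spp1-Cxcl9- 2792 cells (37.9%), and 505 of the Spp1+Cxcl9- cells had exactly 1 Spp1 UMI, as 585 of the Cxcl9+Spp1- cells had exactly 1 Cxcl9 UMI. Across all lists, 29 genes were higher in Spp1+Cxcl9- and 42 in Cxcl9+Spp1- cells; at Leiden resolution 0.5, where macrophages number 4388 cells before thinning, 52 were higher in Spp1+Cxcl9- cells.

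**Figure D2:**
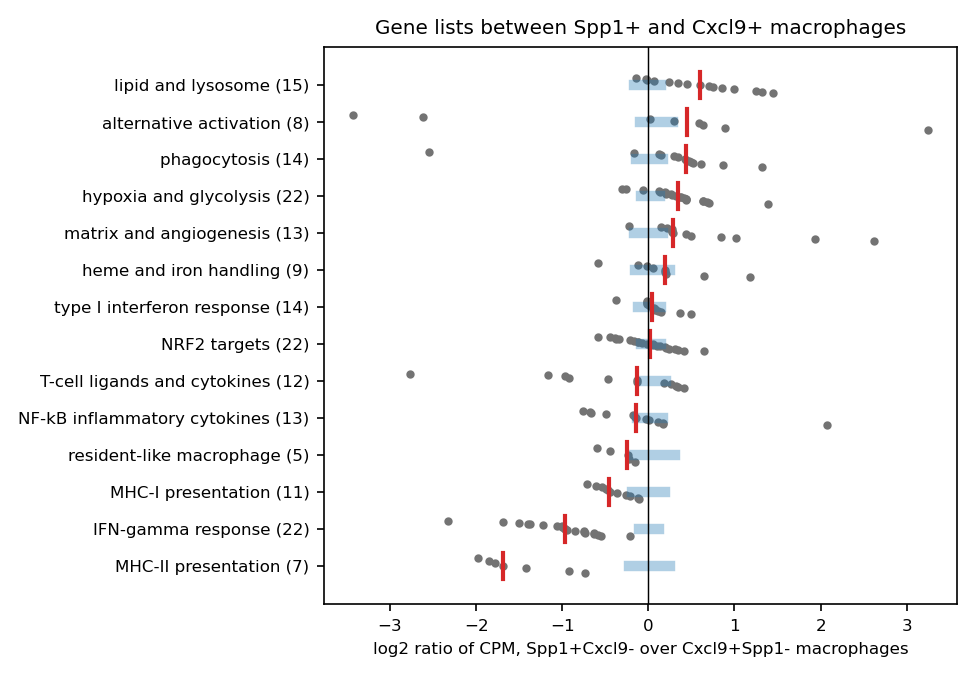
Log2 ratio of CPM between Spp1+Cxcl9- and Cxcl9+Spp1- macrophages for the members of each gene list (grey points; number of members in brackets). Red lines are list medians and blue bars hold the central 95% of medians of 10000 random lists of the same size; the MHC-II list has the lowest median, -1.69, and the lipid and lysosome list the highest, 0.60, while single members of other lists reach -3.43 (Ccl22) and 3.25 (Ccl24).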

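Monocyte genes were found on both sides of this contrast. The 8 measured monocyte markers together made up 2607 CPM (2584 to 2631) in Spp1+Cxcl9- cells, 2582 CPM in Spp1+Cxcl9+ cells and 2996 CPM (2972 to 3020) in Cxcl9+Spp1- cells. Plac8 was at 1175 CPM in Spp1+Cxcl9- and 1612 CPM in Cxcl9+Spp1- cells, and the chemokine receptor Ccr2 at 184 and 170 CPM. Among clusters, the monocyte list reached 13797 CPM in cluster 10, 6618 CPM in cluster 1 and 5296 CPM in cluster 4, against 758 CPM in macrophage-like cluster 0. Of these monocyte-like clusters, cluster 1 was rich in Spp1+Cxcl9- cells (40.0%, 37.3% to 42.8%) and cluster 4 in Cxcl9+Spp1- cells (59.4%, 56.3% to 62.5%), whereas 69.3% of cluster 10 held neither Spp1 nor Cxcl9. The log2 ratio of the list, Spp1+Cxcl9- over Cxcl9+Spp1- cells, was -0.20, and 0.37 when only the macrophage-like clusters were compared, a setting chosen after seeing the data. Among settings fixed before, it was -0.62 at Leiden resolution 0.5, -0.38 in all cells and -0.11 under the looser filter. From the feature plots of Arg1, Spp1, H2-Eb1 and Cxcl9 (figure 1K), the paper concludes that the progeny of monocytes branch into an immunosuppressive and a pro-inflammatory arm.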

Flow cytometry of dissociated tumors showed that most F4/80^+^ macrophages were tdTomato^+^, with subpopulations differing in major histocompatibility complex (MHC)-II expression (figure 1I). scRNA-seq of CD45^+^ tdTomato^+^ monocyte progenies supported a bifurcated differentiation trajectory that yields pro-inflammatory, MHC-II-high macrophages (Cxcl9^+^, H2-Eb1^+^), as well as Spp1^+^ Arg1^+^ immunocompromised phenotypes (figure 1K).

Given that repeated anti-CD40 therapy enriches for Spp1^+^ macrophages, we next employed Spp1-IRES-dTomato reporter mice to test whether Spp1 expression directly associates with reduced immunogenic capacity of TAMs (figure 1L). Flow cytometric analysis confirmed that CD45^+^F4/80^+^ TAMs with high Spp1 reporter activity express lower MHC- II (figure 1M) and show impaired OVA^323–339^ antigen presentation to carboxyfluorescein succinimidyl ester (CFSE)-labeled OT-II CD4^+^ T cells, resulting in diminished T-cell proliferation in co-culture (figure 1N). Thus, Spp1^+^ macrophages in rebound-state tumors manifest a hypoimmune phenotype that correlates directly with weakened T-cell priming ability, reinforcing the role of Spp1^high^ TAMs as a marker and driver of immune evasion.

These data suggest that as therapy-induced stress intensifies, macrophages adopt an Spp1^high^ state correlated with diminished MHC-II and suboptimal T-cell priming. This “rebound” phenomenon suggested that region-dependent adaptation could counter the immune-activating signals in stressed tumor microenvironments—an inquiry we pursued by examining the spatial organization of TAMs.

### Spatial zonation of pro-inflammatory and anti-inflammatory tumor macrophages after anti-CD40 and radiation therapy

To understand how local tissue factors reinforce these divergent TAM phenotypes, we investigated their spatial distribution in MC38 tumors following two anti-CD40 treatments (on days 6 and 8 post-inoculation) (figure 2A). We performed high-definition spatial transcriptomics at a spatial resolution of ~2 µm on a formalin-fixed, paraffin-embedded tumor section. H&E staining of the analyzed sample revealed dense leukocyte infiltrates and a sizeable necrotic core (figure 2B). After segmenting single nuclei, we identified macrophages guided by canonical markers and extracted the macrophage-specific transcriptome data for subsequent cell-by-cell analysis. Among the four macrophage clusters (figure 2C), the small cluster 3 was reclassified as neutrophil granulocytes after manually inspecting the expressed genes. We classified the differentially expressed genes of the three remaining clusters as pro-inflammatory, anti-inflammatory, or neutral and calculated weighted “inflammation” and “antigen presentation” scores for each cluster (figure 2D). Cluster 0 expressed high levels of MHC-II–associated genes (eg, Cd74), reflecting an antigen-presenting, pro-inflammatory state, whereas cluster 2 predominantly expressed Spp1 and Arg1, typical of anti-inflammatory macrophages. Cluster 1 exhibited moderate pro-inflammatory features, including expression of the T-cell chemoattractant Cxcl9, but lacked prominent antigen presentation.

**Figure 2:**
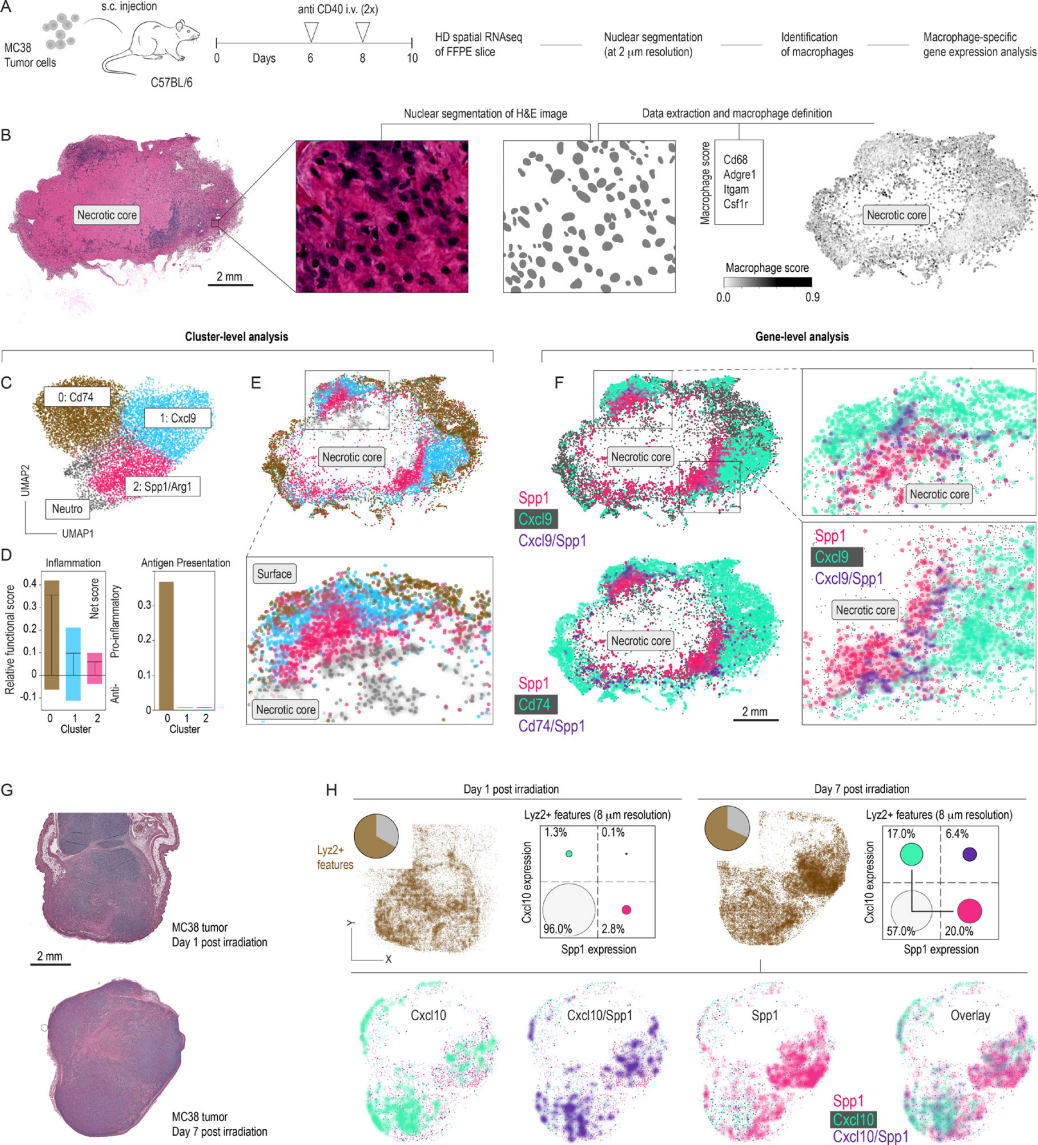
Spatial zonation of heterogeneous TAM phenotypes after anti-CD40 or radiation. (**A**) Mice bearing s.c. MC38 tumors were treated intravenously with agonistic anti-CD40 antibodies on days 6 and 8 before they were harvested on day 10 and processed for HD spatial gene expression analysis. (**B**) H&E-stained MC38 tumor section identifying a necrotic core. A higher-magnification image shows the nuclear segmentation used to achieve single-cell resolution. Macrophages were annotated using a score of marker genes. (**C**) Clustering of macrophage transcriptomes reveals three subsets defined by the marker genes: Cd74, Cxcl9, and Spp1/Arg1. A small cluster (Neutro) was reclassified as neutrophil granulocytes. (**D**) Weighted inflammation and antigen presentation scores per cluster indicate a pro-inflammatory (>0) versus anti-inflammatory (<0) polarization. (**E**) Spatial cluster mapping of these macrophage subsets highlights distinct zonation relative to the necrotic core. Spp1/Arg1 macrophages accumulate peri-necrotically, whereas Cxcl9 and Cd74 macrophages localize toward the tumor periphery. (**F**) Spatial distribution of Spp1^+^, Cxcl9^+^, and Cd74^+^ cells further emphasizes gene expression gradients within the tumor. The spatial zonation depicted here not only maps macrophage diversity but also correlates with regions likely to influence T-cell recruitment and activation. (**G**) MC38-bearing mice were irradiated with 12 Gy of radiation, and tumors were harvested 24 hours or 7 days post-irradiation for HD spatial sequencing. H&E-stained sections of these tumors are shown. (**H**) Spatial RNA-seq analysis of tumor macrophages. The fractions of Lyz2^+^ features are comparable between the two samples when analyzed at 8 μm spot resolution. The comparison of day 1 and 7 post-irradiation samples shows increased phenotype polarization of macrophages along the Spp1-Cxcl10 expression axis; the size of each dot indicates the relative percentage. The 7-day post-irradiation sample was further analyzed at single-nucleus resolution, yielding spatially separated regions occupied by Spp1^+^ and Cxcl10^+^ macrophages. HD, high definition; s.c., subcutaneous; scRNA-seq, single-cell RNA sequencing; TAM, tumor-associated macrophage.

The spatial mapping of the cluster identities showed a clear partition in macrophage phenotypes (figure 2D). The peripheral zone was rich in macrophages classified as antigen-presenting and pro-inflammatory, while anti-inflammatory macrophages were concentrated close to the necrosis-proximal region (figure 2E). In a gene-level analysis, this pattern was consistent with the accumulation of Cd74^+^ and Cxcl9^+^ macrophages at the tumor edges and Spp1^+^ macrophages clustering toward the necrotic center (figure 2F). Cells co-expressing pro-inflammatory and anti-inflammatory markers (Cxcl9^+^/Cd74^+^ and Spp1^+^) were scattered between the single-positive populations, suggesting a continuous gradient of macrophage states driven by local stress.

The spatial distribution of TAMs, as revealed by our high-definition transcriptomics, not only delineates distinct regional phenotypes but also provides a framework to understand subsequent immune responses. Specifically, the accumulation of pro-inflammatory, antigen-presenting macrophages at the tumor periphery suggests a favorable niche for T-cell activation. In contrast, the concentration of Spp1^+^ macrophages near necrotic zones likely impedes effective T-cell priming and recruitment. This spatial heterogeneity sets the stage for the functional T-cell impairment presented in later sections of this paper.

Because multiple therapeutic modalities can induce necrosis, we analyzed irradiated MC38 tumors to see if they similarly exhibit Spp1^+^– Cxcl9^+^ polarization. Therefore, we conducted a spatial RNA-seq analysis on MC38 tumors 24 hours and 7 days post-irradiation with 12 Gy. Figure 2G shows the H&E-stained slices that were analyzed. As observed under anti-CD40-mediated immunotherapy, we discovered that phenotype heterogeneity among Lyz2^+^ features increased over time (figure 2H), reproducing the bifurcated polarization trajectory along the Spp1–Cxcl9/Cxcl10 axis. High-resolution macrophage profiling similarly confirmed the regional segregation of Cxcl10^+^ (better detected in these samples than Cxcl9) and Spp1^+^ cells.

The convergence of rebound immunosuppression seen with repeated anti-CD40 therapy and this necrosis-proximal enrichment of Spp1^+^ TAMs in both treatments prompted us to explore how necrotic tissue damage-activated pathways, such as NRF2, might underlie macrophage plasticity in these stressed conditions.

### An NRF2-mediated stress response fuels TAM heterogeneity

Tissue ischemia, necrosis, and injury-associated toxins such as heme are typically sensed by macrophage NRF2, triggering an adaptive response.^1215 21^,^23^ Therefore, we hypothesized that NRF2 might orchestrate the shift toward Spp1^+^ TAMs. To characterize a prototypical phenotype of NRF2-driven TAMs, we purified macrophages from MC38 tumors grown in Keap1^flox/flox^ VavCre mice (n=4) and wild-type (WT) controls (n=5) (figure 3A). In these conditional Keap1 knockout (KO) mice, NRF2 is constitutively activated in hematopoietic cells. Bulk RNA-seq of F4/80^+^ TAMs showed widespread transcriptional reprogramming consistent with persistent NRF2 activity, including elevated Gclm (a canonical NRF2 target). Importantly, the NRF2-activated TAMs reflected hallmark features of our necrosis-associated macrophages with increased Spp1 and Arg1 expression, negatively correlated with Cxcl9 and Cd74 (figure 3B).

**Figure 3:**
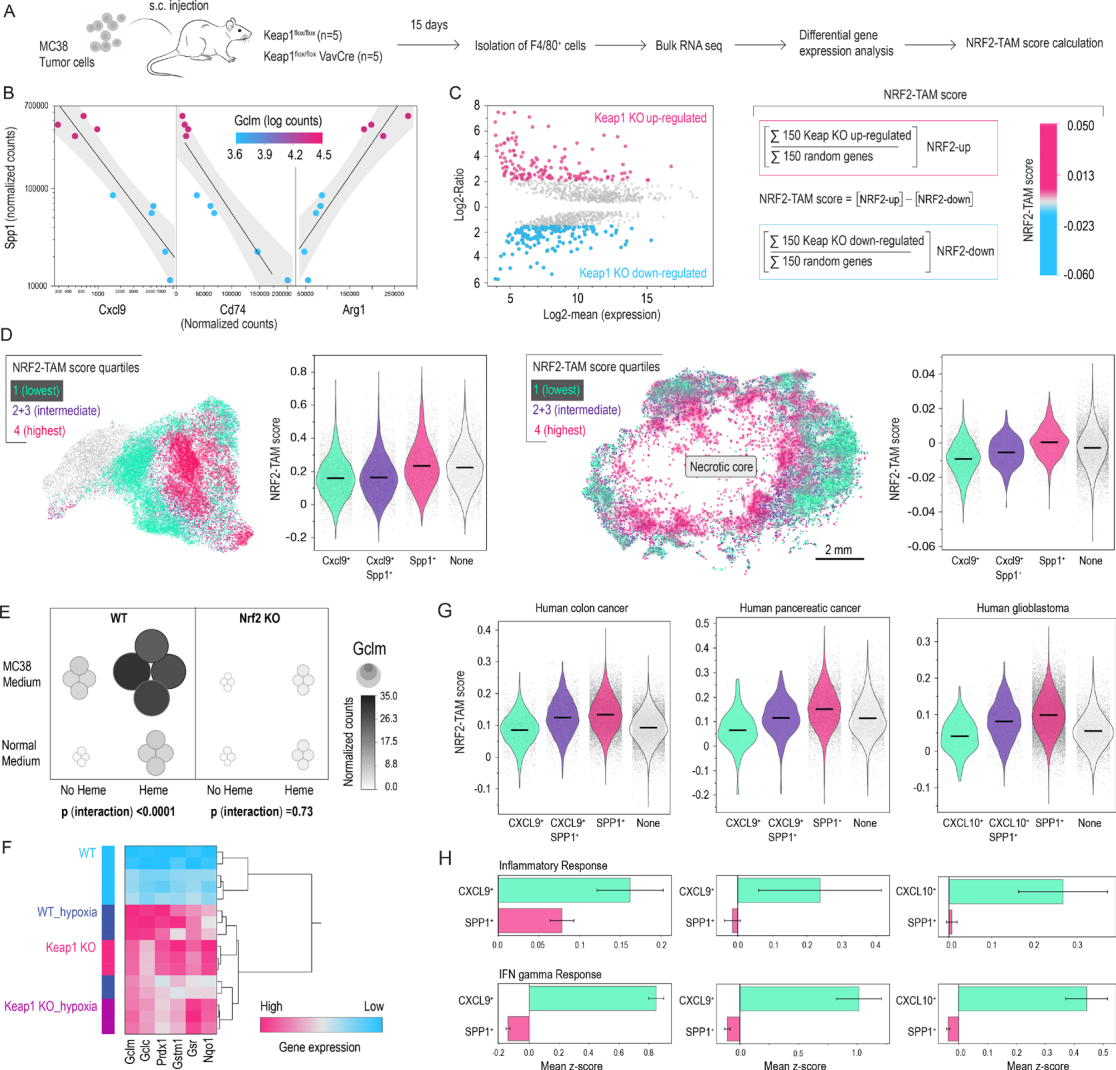
An NRF2-driven transcriptional program defines the immunotherapy-associated TAM dichotomy. (**A**) MC38 tumors grown s.c. in Keap1^flox/flox^VavCre (KO; n=4) and WT (n=5) mice were collected on day 15. TAMs (F4/80+) were purified and analyzed by bulk RNA-seq. (**B**) Correlation analysis of Spp1, Cxcl9, Cd74, and Arg1 expression in Keap1 KO versus WT TAMs, with color-coded Gclm (an NRF2 target). Keap1 loss strongly enhances Gclm expression and shifts TAMs toward an immunosuppressive phenotype (high Spp1/Arg1, low Cxcl9/Cd74). (**C**) MA plot showing log-fold change versus average expression of differentially expressed genes in Keap1 KO versus WT TAMs. The 150 most overexpressed and underexpressed genes define a gene signature used to calculate a score for NRF2-imprinted stress-TAMs. (**D**) NRF2-imprinted stress-TAMs scores were calculated cell-by-cell for the scRNA-seq data in figure 1K (left) and the spatial RNA-seq data in figure 2A–E (right). Features within the highest and lowest score quartiles were highlighted in the UMAP and spatial maps, respectively, mirroring the geography of macrophage polarization states. Violin plots visualize increasing NRF2-imprinted stress-TAM scores in the order of Cxcl9^+^, Cxcl9^+^/Spp1^+^, and Spp1^+^ features (ANOVA with Tukey-Kramer, p<0.001 for all pairwise comparisons). (**E**) BMDMs (WT vs Nrf2 KO) were treated with regular or MC38-conditioned medium±heme. Regression modeling indicated strong synergistic effects (p for interaction heme×MC38 medium) of the two stimuli on Gclm expression in WT but not Nrf2 KO macrophages. Gene expressions were measured by RT-qPCR and normalized to Hprt. Each bubble or dot represents macrophages from one animal. (**F**) Hierarchical clustering of canonical NRF2 target genes in Keap1 or WT BMDMs cultured for 96 hours under normoxia (21% O_2_) or hypoxia (0.2% O_2_). Each row represents an independent bulk-RNA-seq sample (three to five biological replicates per condition). The heat map displays column-wise, normalized log_2_-transformed counts; magenta indicates high gene expression, and blue indicates low gene expression. WT hypoxia and Keap1 KO samples group within the same cluster, suggesting that both conditions strongly enhance the expression of NRF2 target genes. (**G**) Human scRNA-seq reanalysis of colon (341,170 cells, 205 samples), pancreatic (12,200 cells, 20 samples from two studies), and glioblastoma cancers (n=30,864 cells, 31 samples) reveals that SPP1^+^ macrophages have a higher NRF2-imprinted-TAM score, whereas lower scores align with CXCL9^+^/CXCL10^+^/CD74^+^ subsets (ANOVA with Tukey-Kramer post-test, p<0.001 for all pairwise comparisons). (**H**) Inflammatory response and interferon gamma response scores (hallmark gene sets) were calculated for each cell. Bars show the mean±95% CI per subset within each tumor type. CXCL9^+^ and CXCL10^+^ macrophages exhibit significantly higher inflammatory and IFN-γ signatures than SPP1^+^ macrophages in all three cancers. ANOVA, analysis of variance; BMDM, bone marrow-derived macrophage; IFN, interferon; KO, knockout; s.c., subcutaneous; scRNA-seq, single-cell RNA sequencing; RNA-seq, RNA sequencing; RT-qPCR, reverse transcription quantitative real-time; TAM, tumor-associated macrophage; UMAP, uniform manifold approximation and projection; WT, wild-type.

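Macrophages with Spp1 and without Cxcl9 had a mean NRF2 target score of 0.414 (SD 0.316 over cells), macrophages with both genes 0.368 (SD 0.233), macrophages with Cxcl9 and without Spp1 0.436 (SD 0.265) and macrophages with neither 0.455 (SD 0.286). The difference between the Spp1+ and the Cxcl9+ class, -0.0223, is small beside these SDs. Hmox1, which encodes the heme-degrading heme oxygenase 1, had a log2 ratio of 0.65 between the Spp1+ and the Cxcl9+ class (2312 against 1473 CPM), and Gclm, the modifier subunit of glutamate-cysteine ligase, a ratio of 0.31 (99.5 CPM, 94.9 to 104, against 80.0 CPM, 76.1 to 84.1). Macrophages with neither Spp1 nor Cxcl9 in thinned counts held 2359 CPM of Hmox1 and 103 CPM of Gclm (98.9 to 107). In their unthinned counts, Spp1 still stood at 63.9 CPM and Cxcl9 at 75.6 CPM. Of the other targets that the naming rule takes, Ugdh stood at 0.41, Blvrb at -0.58 and the autophagy receptor Sqstm1 at -0.45. Of 22 targets with at least 10 CPM, Hmox1 alone was higher and Blvrb alone lower by at least 0.5, and the list's median of 0.01 lay at percentile 35.0 of random lists. Nfe2l2, the gene of NRF2 itself, was at 565 CPM in the Spp1+ and 740 CPM in the Cxcl9+ class, and its inhibitor Keap1 at 92.9 and 86.8 CPM.

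The score was computed with the function that the supplementary methods name (score_genes) from 24 measured genes of a list of 25 canonical NRF2 targets fixed before the data were examined. It is not the paper's signature of genes raised and lowered in Keap1 KO TAMs, which was not used here. On counts thinned to equal depth, the difference between the Spp1+ and the Cxcl9+ class was -0.00944. It was 0.0870 at Leiden resolution 0.5 and 0.00733 when, after seeing the data, only the macrophage-like clusters were compared. Cells with both genes differed from the Cxcl9+ class by -0.0678, and by -0.0355 on thinned counts, where SDs were smaller too.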

We called these TAMs “NRF2-imprinted stress-TAMs” and established a signature of NRF2-imprinted macrophages based on the top 150 most differentially expressed genes (upregulated and downregulated) between Keap1 KO and WT TAMs (figure 3C). This score reflects the downstream phenotypic footprint of NRF2 activation during differentiation rather than instantaneous transcription factor activity. We have used this score to classify the macrophages identified in our MC38 tumor TAM fate mapping study (figure 1K) into NRF2-imprinted TAM score quantiles. The Uniform Manifold Approximation and Projection (UMAP) in figure 3D reveals that the highest quartile scores overlap with Spp1^+^ macrophages, and across the entire data set, Spp1^+^ macrophages had higher NRF2-imprinted TAM score than Cxcl9^+^ cells. 

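Spp1 was detected in fewer cells of the highest than of the lowest quartile of the NRF2 target score, the score made from canonical NRF2 targets. The share of macrophages with a Spp1 UMI was 41.8% in the lowest quartile (39.5% to 44.1%, 1843 cells), 38.2% and 31.4% in the middle quartiles and 28.2% in the highest (26.1% to 30.3%). Cxcl9 stood at 35.9% in the lowest and 34.9% in the highest quartile, a difference within the counting error. Highest minus lowest quartile, the Cxcl9 difference was -9.47 percentage points at Leiden resolution 0.5 and 1.69 without thinning, so it had no stable direction. Before thinning, 54.9% and 42.4% of cells had a Spp1 UMI in the lowest and highest quartile, with medians of 6361 and 8083 UMIs per cell.

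The log2 ratio of CPM between the highest and the lowest quartile was -0.83 for Spp1 but 0.53 for Arg1, and it was 1.02 for H2-Eb1, 0.86 for Cd74 and -0.25 for Cxcl9. Genes of the type I interferon response were lower in the highest quartile, 11 of 14 by at least 0.5. All 6 resident-like macrophage genes were higher there, among them Lyve1 (2.09), as were 10 of 15 lipid and lysosome genes and 9 of 13 NF-κB cytokine genes. NRF2 targets such as Hmox1 (4.92) and Gclm (3.79) were higher because they make up the score.

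Macrophage-like cluster 3, which is led by Hmox1 among others, held 36.4% of the highest quartile, and 65.2% of its cells were in that quartile (62.2% to 68.1%). Hmox1 made up 7508 CPM and Gclm 291 CPM of this cluster. Another 27.6% of the highest quartile came from macrophage-like cluster 2. When quartiles were taken within each cluster, a comparison chosen after seeing the pooled shares, the Spp1 share of the highest quartile lay below that of the lowest in cluster 1 (35.9%, 30.6% to 41.5%, against 61.2%, 55.6% to 66.7%) and in cluster 6 (36.1% against 45.4%, with overlapping intervals). It lay above in the other 5 of 7 clusters, with overlapping intervals in each; the widest gap was in cluster 3, with 49.0% (42.8% to 55.3%) against 40.1% (34.0% to 46.3%). At Leiden resolution 0.5 the pooled Spp1 share was also higher in the highest quartile, by 2.22 percentage points. For Cxcl9, the share of the highest within-cluster quartile lay above that of the lowest in cluster 1 (42.3%, 36.8% to 48.0%, against 22.1%, 17.6% to 27.1%). It lay below in cluster 4 (61.0%, 54.6% to 67.1%, against 74.0%, 68.0% to 79.4%), and the intervals overlapped in the other clusters. The near-equal pooled Cxcl9 shares therefore do not hold within each cluster.

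**Figure D3:**
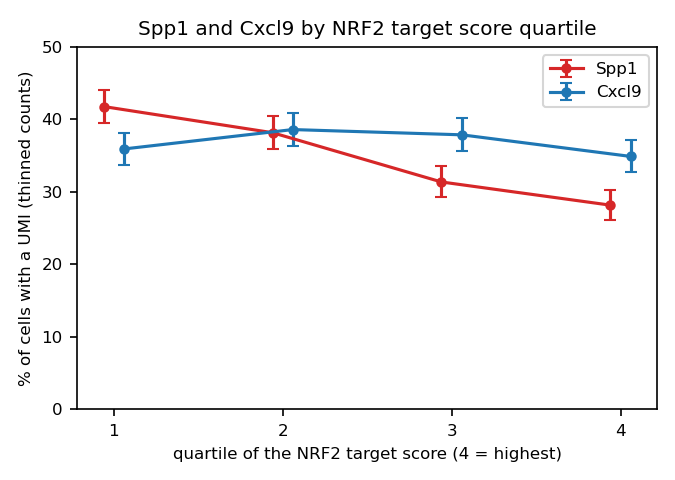
Share of macrophages with a UMI of Spp1 (red) or Cxcl9 (blue) in thinned counts, by quartile of the NRF2 target score. Bars are exact binomial 95% intervals; Spp1 goes from 41.8% in the lowest to 28.2% in the highest quartile, and Cxcl9 stays between 34.9% and 38.6%.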

In another analysis, we projected the cell-by-cell calculated NRF2-imprinted TAM scores onto the spatial transcriptomics dataset analyzed in figure 2. This revealed a spatial organization with the highest NRF2-imprinted TAM scores close to the necrotic core, again, overlapping strongly with Spp1^+^ macrophages (figure 3D). Also, in this case, cells expressing Spp1 matched high NRF2-imprinted TAM scores, whereas Cxcl9^+^ macrophages had lower scores.

To experimentally establish that NRF2 activation occurs in the tumor tissue-stress context, we turned to an in vitro system. First, bone marrow-derived macrophages (BMDMs) from Nrf2 KO and WT mice were exposed to MC38-conditioned medium and the necrosis-toxin heme, which synergistically induced the NRF2 target gene Gclm in WT but not Nrf2 KO BMDMs. Second, we cultured WT and Keap1 KO BMDMs for 96 hours in hypoxia (0.2% O_₂_). Hypoxia strongly elevated the expression of canonical NRF2 targets in WT cells, clustering with normoxic Keap1-deficient macrophages in the NRF2 target-gene space. These observations suggest that archetypal TME stresses broadly activate NRF2 in macrophages (figure 3F).

To generalize our observation that the dichotomous Cxcl9^+^ and Spp1^+^ TAM spectrum reflects an NRF2 activation gradient, we reanalyzed publicly available scRNA-seq data from human colorectal and pancreatic cancers as well as glioblastoma (figure 3G).^24^ Consistent with our observations in the mouse model, we identified the same pattern across these human cancer types: CXCL9^+^ macrophages with broadly pro-inflammatory and interferon (IFN) gamma-activated gene expression profiles (figure 3H) exhibited the lowest NRF2-imprinted TAM scores; anti-inflammatory SPP1^+^ macrophages displayed the highest scores, and double-positive cells showed intermediate scores.

Collectively, these findings establish a model in which microenvironmental stress drives the transition of macrophage phenotypes from pro-inflammatory to anti-inflammatory states. This macrophage phenotype shift may influence macrophage immune functions, their interactions with tumor cells, and therapeutic responses.

### NRF2 drives anti-inflammatory stress macrophages

Next, we evaluated the function of NRF2-imprinted stress-TAMs and how they respond to immunostimulatory cues by performing scRNA-seq of CD45^+^ tumor-infiltrating leukocytes from Keap1^flox/flox^ VavCre and WT mice (n=2 per group) (figure 4A). As shown in figure 4B, an integrated UMAP of scRNA-seq data demonstrates that macrophages, which were the most abundant leukocyte population, cluster distinctly in WT versus Keap1 KO mice, indicating a genotype-dependent shift in their transcriptome. Differential expression, Gene Set Enrichment Analysis (GSEA), and cell-by-cell functional scoring using published gene sets for specific macrophage functions^25^ indicated a pronounced upregulation of oxidative-stress defense and metabolic adaptation in Keap1 KO macrophages. This was accompanied by reduced MHC-II expression, impaired antigen presentation capacity, and suppressed IFN-response pathways, which are central signaling pathways of antitumor macrophage reprogramming (figure 4C,D). Despite significant shifts in oxidative stress defense and antigen presentation, key macrophage-defining functions such as phagocytic capacity remained comparable between WT and Keap1 KO TAMs. Transcription factor motif analysis further identified NRF2 as a top-activated factor and STAT1 as a repressed factor in Keap1 KO TAMs (figure 4E).

**Figure 4:**
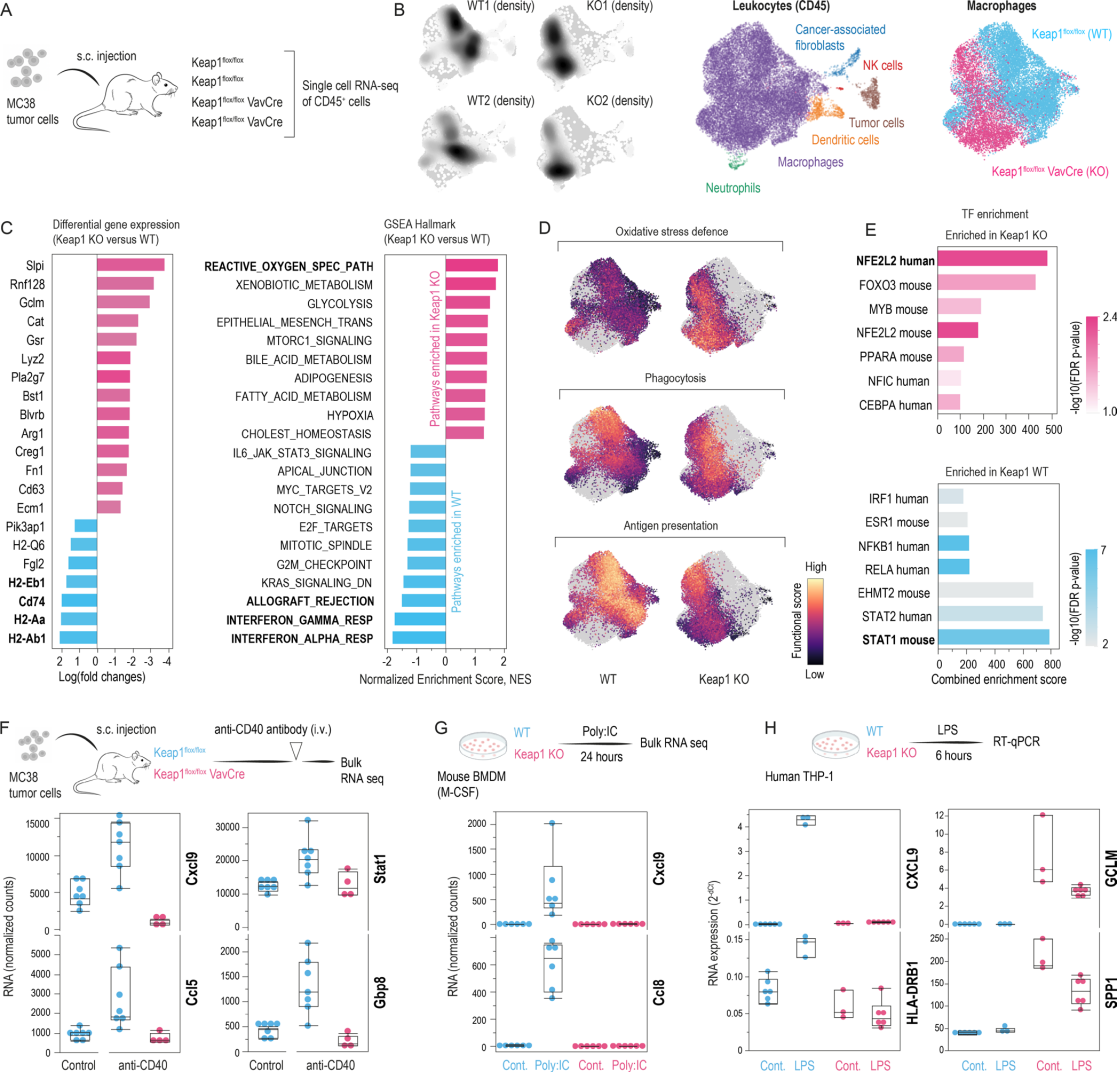
NRF2-imprinted stress-TAM identity and responsiveness to immunostimulatory cues in MC38 tumors. (**A**) MC38 tumors grown s.c. in Keap1^flox/flox^ VavCre (KO; n=2) or WT (n=2) mice were harvested on day 15. CD45^+^ leukocytes were analyzed by scRNA-seq to reveal NRF2-driven macrophage programs. (**B**) Integrated UMAP with sample-wise cell density projections showing genotype-dependent transcriptomic shifts, with macrophages as the most abundant leukocyte subset. (**C**) Differential gene expression and hallmark GSEA identify key pathways (eg, oxidative stress defense) elevated in Keap1 KO TAMs. (**D**) Functional score maps indicate increased oxidative stress defence but reduced antigen presentation in Keap1 KO versus WT TAMs, with comparable phagocytic capacity. (**E**) Transcription factor over-representation analysis reveals NFE2L2 (NRF2) as the top-activated and STAT1 as the repressed factor in KO TAMs, suggesting an anti-inflammatory, immunodeficient phenotype. (**F**) Expression (normalized counts) of selected genes in WT versus Keap1 KO TAMs after anti-CD40 treatment shows that NRF2 confers resistance to macrophage-activating immunotherapy. (**G**) WT versus Keap1 KO BMDMs treated with poly(I:C) confirm that NRF2 constrains the macrophage response to inflammatory stimuli. (**H**) THP-1-derived human macrophages (KEAP1 WT and KO) were stimulated with LPS. After 6 hours HPRT-normalized expression of CXCL9, HLA-DRB1, SPP1 and GCLM was quantified by RT-qPCR (ANOVA with Tukey-Kramer post-test, CXCL9 WT LPS vs KEAP1 KO LPS p<0.0001, HLA-DRB1 WT LPS vs KEAP1 KO LPS p<0.0001, SPP1 control WT vs control KEAP1 KO p<0.0001, GCLM control WT vs control KEAP1 KO p<0.0001; n=3–6). ANOVA, analysis of variance; BMDM, bone marrow-derived macrophage; FDR, false discovery rate; GSEA, Gene Set Enrichment Analysis; i.v., intravenous; KO, knockout; LPS, lipopolysaccharide; M-CSF, macrophage colony-stimulating factor; NK, natural killer; s.c., subcutaneous; scRNA-seq, single-cell RNA sequencing; RNA-seq, RNA sequencing; RT-qPCR, reverse transcription quantitative real-time; TAM, tumor-associated macrophage; TF, transcription factor; WT, wild-type.

In an anti-CD40 therapy context, F4/80^+^ macrophages from WT tumors responded with robust induction of pro-inflammatory genes (Cxcl9, Ccl5, and IFN-responsive genes). However, Keap1 KO TAMs were largely refractory, indicating that NRF2 restricts macrophage plasticity under immunostimulatory conditions (figure 4F). Parallel in vitro assays with poly(I:C)-stimulated BMDMs confirmed the same phenomenon, demonstrating that NRF2 activation restricts macrophage responses to inflammatory stimuli (figure 4G). To assess conservation in a human model, we generated a KEAP1 knockout THP-1 cell line using CRISPR/Cas9 gene editing and differentiated it with phorbol 12-myristate 13-acetate (PMA) into macrophages. On lipopolysaccharide (LPS) stimulation, KEAP1 KO macrophages exhibited profoundly suppressed CXCL9 expression compared with WT cells. GCLM was enhanced in the KEAP1 KO cell line, consistent with constitutive NRF2 activation (figure 4H).

These findings further emphasize the role of NRF2 in driving an immune-resilient macrophage phenotype that resists reprogramming by therapeutic interventions. Given that TAM-mediated antigen presentation is crucial for T-cell priming, we next examined whether NRF2-imprinted stress-TAMs influence T-cell proliferation and immunity.

### NRF2-activated TAMs undermine T-cell-based tumor immunity

We examined the functional consequences of NRF2-imprinted stress-TAM polarization for antigen-specific T-cell priming, using an antigen presentation assay with OVA^323–339^-loaded macrophages co-cultured with CFSE-labeled OT-II (CD4^+^) T-cells (figure 5A). Macrophages used in the assay were either CD45^+^ F4/80^+^ TAMs isolated from MC38 tumors or in vitro cultured BMDMs. Flow cytometry after 72 hours showed that T-cells co-cultured with WT macrophages underwent robust proliferation and upregulated the activation marker CD69. In contrast, T-cells co-cultured with Keap1 KO macrophages showed little to no CFSE dilution or CD69 induction (figure 5B). We established an adoptive transfer set-up to confirm this defect in vivo (figure 5C). We implanted OVA-expressing MC38 cells into WT or Keap1^flox/flox^ VavCre hosts and transferred CFSE-labeled CD8^+^ T-cells from CD45.1 OT-I mice on day 7, followed by agonistic anti-CD40 antibody to boost antigen presentation. Flow cytometry analysis revealed a significant reduction in donor-derived CD45.1 CD8^+^ T-cells in the spleen and tumor-draining lymph nodes of VavCre Keap1^flox/flox^ mice, with almost no specific T-cells detected within their tumors (figure 5D). Further analysis using CFSE-labeled adoptive T-cells demonstrated markedly attenuated proliferation profiles in VavCre Keap1^flox/flox^ mice compared with WT controls. The near absence of OT-I T-cells in VavCre Keap1^flox/flox^ tumors likely reflects a combination of poor antigen presentation and diminished Cxcl9/Cxcl10-driven T-cell recruitment. This assumption is supported by the observation that across the 11,060 tumor samples in the The Cancer Genome Atlas Pan-Cancer (TCGA PANCAN) database (https://www.cancer.gov/tcga), CXCL9 expression predicts better CD8^+^ T-cell infiltration (figure 5E), and NRF2 profoundly suppresses this chemokine.

**Figure 5:**
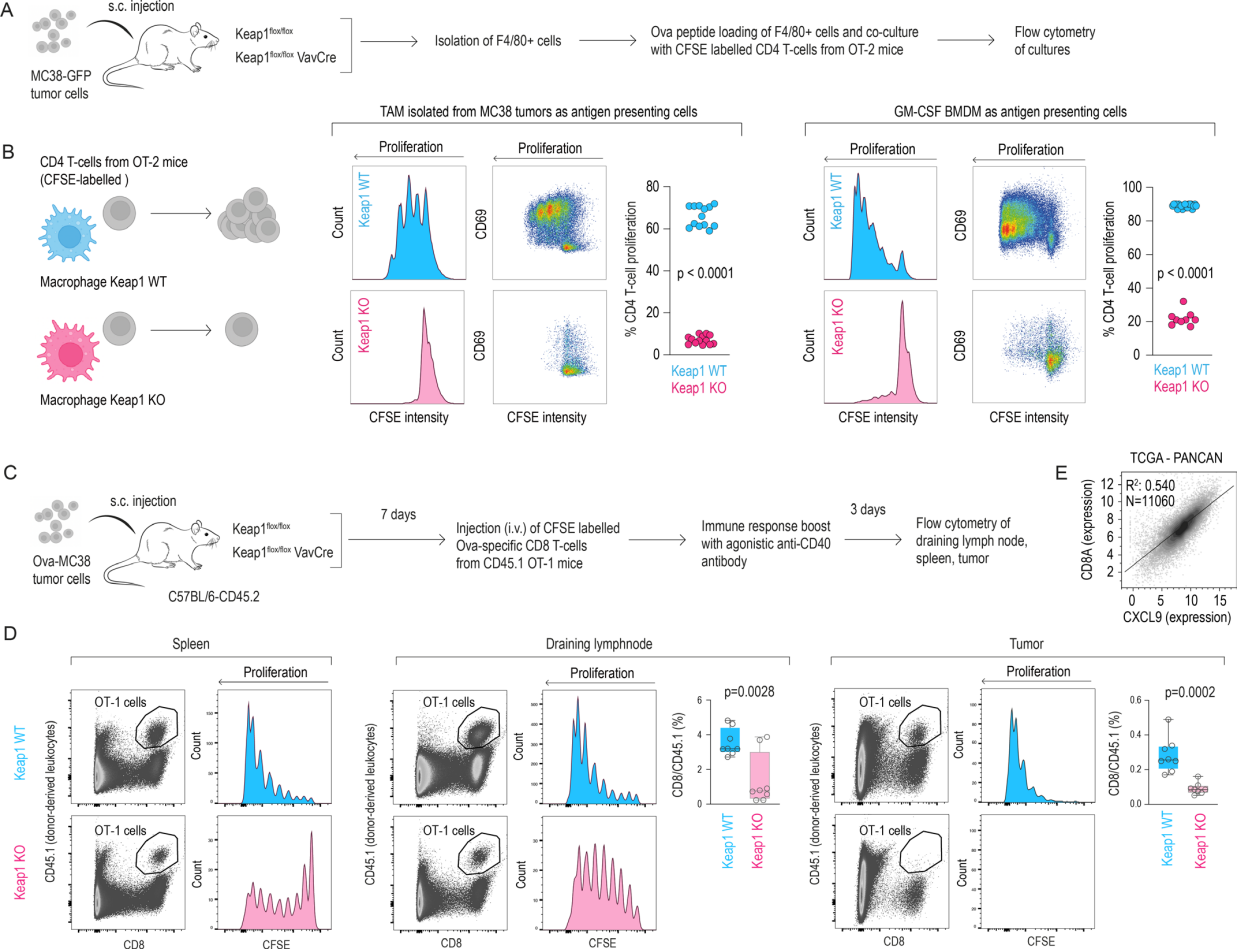
NRF2 activation in TAMs impairs antigen presentation and reduces T-cell responses. (**A**) Ex vivo assay: BMDMs or MC38 tumor-derived CD45^+^F4/80^+^ TAMs from Keap1^flox/flox^ VavCre versus WT mice were used as antigen-presenting cells after loading with OVA^323–339^ peptides. Co-cultures were performed with naive CFSE-labeled OT-II CD4^+^ T-cells. T-cell activation and proliferation (CFSE dilution, CD69 upregulation) were assessed by flow cytometry. (**B**) T-cells co-cultured with WT TAMs proliferate robustly, while those with Keap1 KO TAMs show reduced CD69 expression and limited proliferation. Similar results were observed using in vitro-differentiated WT versus Keap1 KO BMDMs. (**C**) In vivo assay: OVA-expressing MC38 (OVA-MC38) cells were implanted s.c. into WT or Keap1 KO mice. On day 7, OT-I CD8^+^ T-cells were injected i.v., followed by agonistic anti-CD40 antibody. T-cell proliferation and activation in the spleen, draining lymph node, and tumor were measured by flow cytometry. CD8^+^ T-cells were CFSE-labeled and congenic CD45.1 for proliferation and donor tracking, respectively. (**D**) CFSE dilution profiles show reduced OT-I T-cell expansion in conditional Keap1 KO hosts. Consequently, donor-derived CD8^+^ T-cells are profoundly reduced in draining lymph nodes and primary tumors (n=7–8, mean±SD, t-test). (**E**) In the TCGA PANCAN dataset (n=11,060), high CXCL9 expression strongly correlates with increased CD8^+^ T-cell content. This suggests decreased CXCL9 expression in Keap1 KO TAMs contributes to lower CD8^+^ T-cell infiltration. CFSE, carboxyfluorescein succinimidyl ester; GFP, green fluorescent protein; GM-CSF, granulocyte/macrophage colony stimulating factor; i.v., intravenous; KO, knockout; s.c., subcutaneous; TAM, tumor-associated macrophage; TCGA PANCAN, the cancer genome atlas pan-cancer; WT, wild-type.

These findings indicate that the emergence of NRF2-imprinted stress-TAMs severely compromises macrophage-mediated immune functions, impairing antigen presentation and restraining T-cell-mediated immunity. This macrophage NRF2-driven immune suppression highlights an overarching immunosuppressive program by which TAMs contribute to immune evasion. We next investigated whether NRF2-imprinted TAMs not only impair T-cell responses but also actively reshape tumor cell behavior and the broader TME.

### Modeling anti-inflammatory and tumor-promoting functions of NRF2-driven macrophages in vitro

To determine whether NRF2-mediated anti-inflammatory differentiation and its downstream consequences on tumor immunology are intrinsic macrophage processes, we conducted a series of in vitro studies. First, we performed scRNA-seq studies of WT, Keap1 KO, and Nrf2 KO BMDMs after short-term culture with granulocyte/macrophage colony stimulating factor (GM-CSF) for 5 days to capture a broad spectrum of differentiation and polarization states. PCA analysis visualizes the significant differences in gene expression patterns between the three genotypes (figure 6A, online supplemental figure 1A). Cell density projections along PC1 and PC2 demonstrated that Nrf2 KO cells were skewed towards MHC-II^high^ macrophages with strong antigen presentation functions. In contrast, the peak density of Keap1 KO cells was shifted away from MHC-II towards Spp1^high^ macrophages with enhanced oxidative stress functions, reinforcing the dose-dependent anti-inflammatory push provided by active NRF2 (figure 6B).

**Figure 6:**
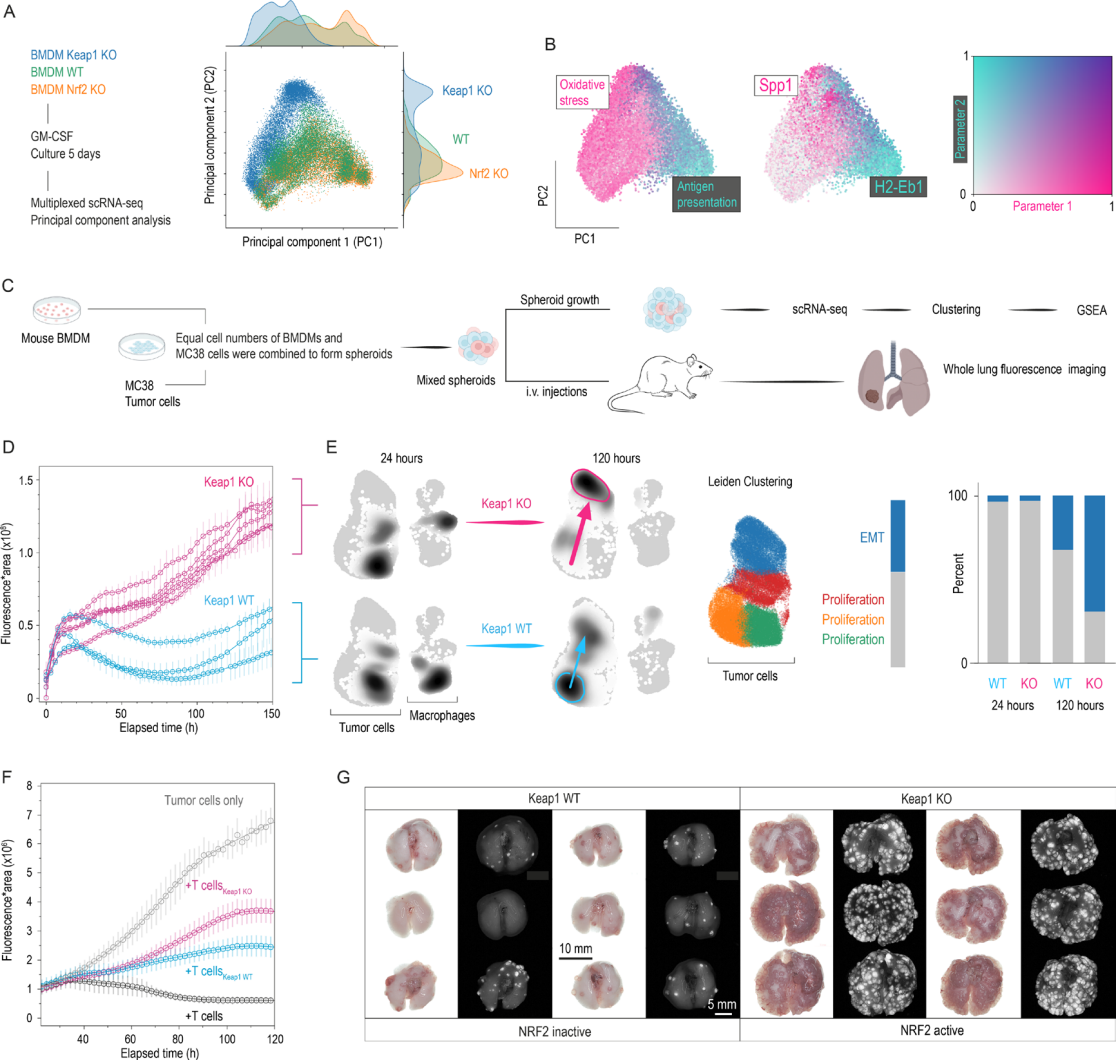
NRF2-driven TAMs promote tumor cell growth, EMT, and attenuate T-cell-mediated killing. (**A**) Multiplexed scRNA-seq of GM-CSF-supported BM macrophages (WT, Nrf2 KO, Keap1 KO). The scatter plot of the first two principal components (PC1 and PC2) is color-coded by treatment group. Density plots for PC1 and PC2 highlight the divergent phenotype between Nrf2 KO, Keap1 KO and WT BM cells. (**B**) Scatter plots of PC1 versus PC2 are color-coded for macrophage function scores and Spp1/H2-Eb1 expression. These data illustrate how NRF2 ablation skews BM cells from Spp1^+^ immunosuppressive towards antigen-presenting macrophages, while NRF2 activation promotes immunosuppression and loss of anti-presentation function. (**C**) Spheroid co-culture model: equal numbers of WT or Keap1 KO BMDMs were mixed with GFP-MC38 cells in ultra-low-attachment plates. Spheroid size, metastatic capacity, and T-cell killing inhibition were assessed. (**D**) Live-cell microscopy tracks spheroid size (area×GFP intensity). Spheroids with Keap1 KO BMDMs grow faster than WT BMDM spheroids. Data as mean±SE (n=4 mice/genotype, 8–10 replicates each). (**E**) Multiplexed scRNA-seq at 24 hours and 120 hours post-spheroid formation. Cell density projections on the integrated UMAP show that the cancer cell transcriptomes are very similar between genotypes despite persistent genotype-dependent variations in the macrophage transcriptome. At 120 hours, cancer cell densities undergo a marked shift, which is much more pronounced in the spheroids containing Keap1 KO macrophages. We performed Leiden clustering of the integrated data and analyzed differentially expressed genes by GSEA using the hallmark gene database. This defined that cancer cells in spheroids with WT macrophages remain mainly proliferative. In contrast, cancer cells in spheroids containing Keap1 KO macrophages progress toward an EMT state (blue cluster). The bar chart (right) quantifies the proportion of cancer cells in proliferative and EMT states. (**F**) T-cell killing assay: activated OT-I CD8^+^ T-cells were kept in regular medium or preconditioned in medium from spheroids containing either WT or Keap1 KO BMDMs, then added to GFP-OVA-MC38 monolayers. Live-cell microscopy tracked the decay of GFP fluorescence relative to the baseline growth dynamics of tumor cells. Spheroid-conditioned medium universally impairs T-cell killing, but the effect is more pronounced in Keap1 KO spheroid medium. Data represent the mean fluorescence intensity (±95% CI) of 8–10 replicates. (**G**) In vivo metastasis assay: lungs harvested 3 weeks after i.v. injection of ~750 spheroids into immunodeficient mice reveal that Keap1 KO-macrophage spheroids produce more extensive metastatic disease compared with WT spheroids. BM, bone marrow; BMDM, bone marrow-derived macrophage; EMT, epithelial-mesenchymal transition; GFP, green fluorescent protein; GM-CSF, granulocyte/macrophage colony stimulating factor; GSEA, Gene Set Enrichment Analysis; i.v., intravenous; KO, knockout; scRNA-seq, single-cell RNA sequencing; RNA-seq, RNA sequencing; TAM, tumor-associated macrophage; UMAP, uniform manifold approximation and projection; WT, wild-type.

Next, we employed three-dimensional spheroid co-cultures to explore the paracrine and direct cell-contact effects of NRF2-driven mouse or human THP-1-derived macrophages on MC38, TC-1 or HT-29 tumor growth (figure 6C, online supplemental figure 1B). We seeded equal numbers of tumor cells and macrophages (WT or Keap1 KO) in ultra-low-adherence plates to form multicellular spheroids. Live-cell imaging showed that spheroids containing NRF2-imprinted macrophages reached significantly larger sizes over time compared with spheroids with WT macrophages (figure 6D, online supplemental figure 1B). With multiplexed scRNA-seq of MC38 spheroids collected at 24 and 120 hours post-formation, we defined the directed effects of NRF2-imprinted stress-TAMs on tumor cells (figure 6E). UMAP projections of the four samples visualize that the macrophage genotype did not affect tumor cell gene expression within the first 24 hours despite persistent NRF2-driven macrophage phenotypic diversity. However, by 120 hours, tumor cell transcriptomes diverged markedly, as visualized by an unequal shift in cell densities (arrows). This transcriptome shift was much more pronounced in the spheroids containing Keap1 KO macrophages. Leiden clustering and subsequent cluster-based GSEA of the tumor cell transcriptome revealed that while most tumor cells co-cultured with WT macrophages remained in a proliferative state, those co-cultured with Keap1 KO macrophages transitioned into an EMT state, indicative of high metastatic potential.^26^

We further assessed whether the secretome of the macrophage-tumor spheroids may affect T-cell-mediated tumor killing (figure 6F). Before measuring how activated OT-I CD8^+^ T-cells kill their OVA-MC38 target cells, we exposed them to culture medium conditioned by cancer spheroids harboring WT or Keap1 KO macrophages. MC38 proliferation and T-cell-mediated killing were recorded with an Incucyte live cell microscope. T-cells exposed to supernatants from spheroids hosting macrophages showed markedly reduced tumor cell killing, with the effect more pronounced for spheroids containing Keap1 KO macrophages. This finding indicates that NRF2-imprinted stress-TAMs create an immunosuppressive microenvironment that blunts T-cell-mediated tumor lysis (figure 6F).

Since EMT often correlates with metastatic potential,^26^ we next asked whether NRF2-imprinted stress-TAMs influence metastasis in vivo. We intravenously injected approximately 750 macrophage-tumor cell spheroids into immunodeficient mice to assess this. After 3 weeks, we evaluated pulmonary metastases via green fluorescent protein (GFP) fluorescence imaging of the lungs (figure 6G). Mice injected with spheroids containing Keap1 KO macrophages displayed significantly more extensive pulmonary metastases than those with WT macrophages.

Together, these findings demonstrate that in vitro-generated NRF2-imprinted stress-TAMs adopt an anti-inflammatory phenotype, establish an immunosuppressive microenvironment, drive EMT of cancer cells, and suppress T-cell-mediated tumor cell killing, collectively contributing to metastasis and cancer progression. Having confirmed that NRF2-imprinted macrophages potentiate metastasis in a reductionist setting, we next asked whether myeloid NRF2 similarly accelerates tumor progression during spontaneous, therapy-naïve carcinogenesis.

### Macrophage-intrinsic NRF2 accelerates tumor growth in a therapy-naïve setting

To determine whether leukocyte NRF2 promotes tumor progression in the absence of therapeutic stress, we crossed Keap1^flox/flox^ VavCre mice with the spontaneous MMTV-PyMT breast cancer model, a setting in which endogenous immune pressure restrains lesion outgrowth on the C57BL/6 background.^27^ Tumor latency was identical between genotypes (WT 127±25; KO 123.4±31 days), but once palpable, lesions in conditional Keap1 KO hosts expanded significantly faster than those in WT controls (genotype×day p=0.0003; figure 7A). Whereas 9 of 15 WT tumors entered a prolonged plateau phase, all tumors in Keap1^flox/flox^ VavCre mice displayed uninterrupted growth. Thus, constitutive NRF2 activation accelerates tumor progression in a therapy-naïve context, underscoring the broad protumor capacity of the NRF2–TAM axis.

**Figure 7:**
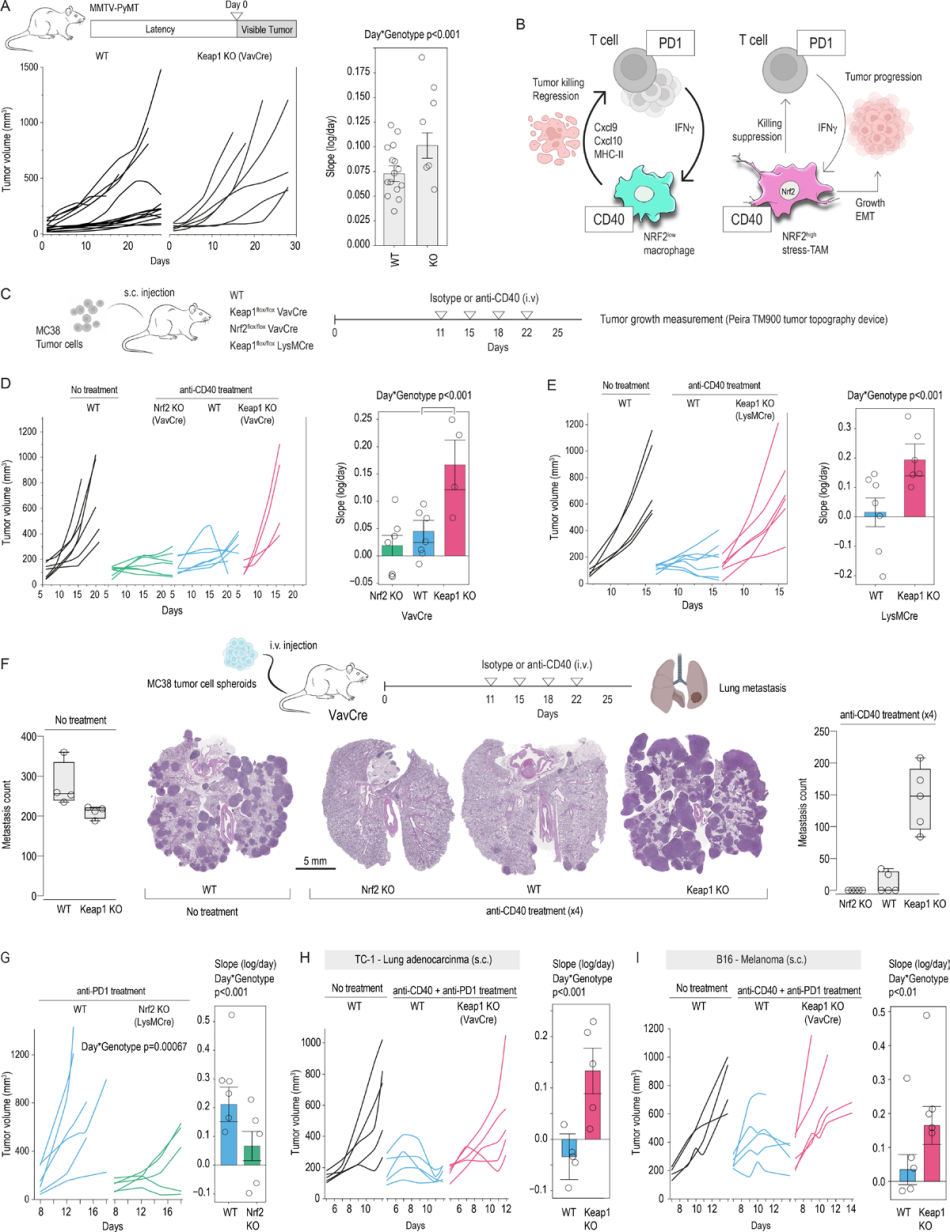
NRF2 in TAMs modulates tumor growth and the efficacy of macrophage-directed immunotherapy. (**A**) Breast cancer growth was measured by digital 3D topography in WT and conditional Keap1 KO MMTV-PyMT females by an investigator blinded for genotypes. Tumors were allowed to grow until they reached 1,000 mm³ or until skin necrosis was imminent. The average latency to first palpable tumor was 125 days. For each animal, day 0 indicates first tumor appearance. A mixed-effects model with day and genotype as fixed effects and animal ID as random effects on log-transformed volumes reveals a significant genotype×day interaction (p=0.0003), indicating significantly enhanced growth rates of tumors in Keap1 KO animals. (**B**) Proposed mechanistic model: under anti‐CD40 or anti‐PD-1 treatments, NRF2-imprinted “stress‐TAMs” subvert tumor clearance, whereas reducing NRF2 activity preserves macrophage/T‐cell functional interactions and enhances tumor regression. (**C**) MC38 tumor-bearing mice were repeatedly treated with either isotype control or agonistic anti-CD40 antibodies i.v. Tumor volumes were measured by 3D topography. (**D**) Growth curves of MC38 tumors in WT and conditional Keap1 and Nrf2 KO mice. Mixed-effect modeling of log-transformed tumor volumes with time and genotype as fixed effects and individual mice as random effects reveals significantly reduced growth slopes in Nrf2 KO and increased slopes in Keap1 KO versus WT. UDL and LDL are upper/lower decision limits at α=0.05. (**E**) MC38 tumors in Keap1^flox/flox^ LysMCre mice also fail to respond to anti-CD40 immunotherapy, underscoring the importance of NRF2 signaling in macrophages. (**F**) Pulmonary metastases were induced by i.v. injection of ~750 MC38 spheroids and analyzed 3 weeks later by histology (H&E staining) and manually counting metastases. Left: without treatment, the disease burden was similar between WT and conditional Keap1 KO mice. Right: anti-CD40 therapy fails to control tumor spread in conditional Keap1 KO mice. Each dot represents one mouse (n=4–5 per genotype, mean±SD, ANOVA with Tukey-Kramer post-test). (**G**) WT and macrophage-specific Nrf2 KO mice were treated with anti‐PD-1 antibodies on days 9, 13, and 16 after subcutaneous MC38 inoculation. Individual tumor volumes show markedly reduced growth in Nrf2 KO. Genotype×day interaction (p=0.0006) indicates significantly lower growth rates of tumors in Nrf2 KO animals. (**H**) WT and conditional Keap1 KO mice were treated with anti-CD40+anti‐PD-1 antibodies on days 7, 10, and 13 after subcutaneous TC-1 inoculation. Immunotherapy fails to control tumor growth in conditional Keap1 KO mice, as indicated by significantly enhanced growth rates in immunotherapy-treated Keap1 KO compared with WT animals (p=<0.001). (**I**) WT and conditional Keap1 KO mice were treated with anti-CD40+anti‐PD-1 antibodies on days 7, 9, and 11 after subcutaneous B16 inoculation. Immunotherapy fails to control tumor growth in conditional Keap1 KO mice, as indicated by significantly enhanced growth rates in immunotherapy-treated Keap1 KO compared with WT animals (p=<0.01). ANOVA, analysis of variance; EMT, epithelial-mesenchymal transition; IFN, interferon; i.v., intravenous; KO, knockout; MHC, major histocompatibility complex; PD-1, programmed cell death protein-1; s.c., subcutaneous; TAM, tumor-associated macrophage; WT, wild-type; 3D, three-dimensional.

### NRF2 targeting enhances immunotherapy efficacy

Macrophages form a central nexus in a regulatory loop that can promote tumor regression through direct cytotoxicity or T-cell engagement. This loop can be activated by macrophage‐directed (anti‐CD40) and T‐cell engaging (anti‐programmed cell death protein-1 (PD-1)) immunotherapies (figure 7B). We conducted a series of studies to assess our hypothesis that NRF2-imprinted stress-TAM phenotype shifting could undermine this immunotherapeutic paradigm.

Initially, we explored agonistic anti-CD40 therapy, which stimulates antigen presentation and pro-inflammatory cytokine production in macrophages.^18 28^ First, we validated the requirement of macrophages in our model by using mice lacking CD40 on macrophages (Cd40^flox/flox^ LysMCre). Compared with WT mice, these conditional KOs failed to respond effectively to anti-CD40, exhibiting larger tumors with reduced necrosis (online supplemental figure 2).

Next, we monitored tumor growth in MC38-bearing mice that were repeatedly treated with anti-CD40 (figure 7C). Animals included WT, Keap1^flox/flox^ VavCre (NRF2-imprinted), and Nrf2^flox/flox^ VavCre (NRF2-null) cohorts. Mixed-effects modeling of tumor volumes over time showed that conditional Keap1 KO mice were largely resistant to therapy, whereas conditional Nrf2 KO mice displayed a trend towards improved tumor control (figure 7D). Similar results were observed with MC38 tumors in Keap1^flox/flox^ LysMCre mice, underscoring that macrophage-specific NRF2 activation impairs the therapeutic effect of anti-CD40 (figure 7E). Considering that the subcutaneous MC38 model may not be representative of a broader TME context, we extended these findings to a pulmonary metastasis model by injecting MC38 spheroids intravenously. Without anti-CD40 treatment, the pulmonary disease outcome after MC38 spheroid injection was not different in WT and Keap1^flox/flox^ VavCre mice, suggesting that in the absence of immunomodulatory interventions, immunosurveillance does not significantly change tumor fate within the short observation period. However, while anti-CD40 reduced lung metastasis counts in WT and nearly abolished metastases in Nrf2^flox/flox^ VavCre mice, it failed to control disease in Keap1^flox/flox^ VavCre mice (figure 7F).

Because PD-1 is a clinically predominant immunotherapy target, we also administered anti‐PD-1 to MC38‐bearing WT and Nrf2^flox/flox^ LysMCre mice on day 8 after tumor implantation. After this treatment, the macrophage-specific Nrf2‐KO group displayed markedly smaller tumor volumes than WT. A mixed‐effects model on log‐transformed tumor volumes showed a significant genotype×day interaction (p=0.0006), consistent with considerably impaired tumor growth in Nrf2-KO animals (figure 7G).

Finally, we extrapolated our observations in the MC38 tumor cell model across three additional cancer cell lines. First, we found that subcutaneous tumors from TC-1 (lung adenocarcinoma) and B16 (melanoma) cancer cells were responsive to combined anti-CD40/anti-PD-1 immunotherapy in WT mice but resisted treatment in Keap1^flox/flox^ VavCre mice (figure 7H,I). Second, we used KP1.9 lung adenocarcinoma cells instead of MC38 cells in our pulmonary model. Again, anti-CD40 antibody treatment reduced the pulmonary disease burden in WT but not in Keap1^flox/flox^ VavCre mice (online supplemental figure 3).

Collectively, our data demonstrate that ablating Nrf2 in macrophages enhances the therapeutic effect of macrophage-directed (anti-CD40) and T-cell engaging (anti-PD-1) immunotherapies. In contrast, constitutively active NRF2 contributes to unchecked cancer progression.

## Discussion

Using a combination of high-definition spatial transcriptomics, scRNA-seq, and complementary genetic models, we found that in stressed tumors, TAMs display a spatially organized spectrum of phenotypes, extending from antigen-presenting pro-inflammatory cells at the tumor periphery to anti-inflammatory macrophages enriched in necrotic regions. This distribution is consistent with a gradient of ischemia, oxidative stress, and hemorrhage, which we confirmed to be conducive to NRF2 activation. Such a gradient of macrophage states illustrates a dynamic differentiation trajectory, with monocyte-derived macrophages adapting to regional stressors as they infiltrate deeper into the tumor. By revealing that NRF2-driven macrophages cluster near necrosis and suppress T-cell immunity, our study provides new mechanistic insights into the cellular architecture and functional complexity of the TME.

Our data align with and extend prior reports that macrophage functionality is context-dependent and influenced by local metabolic, hypoxic, and oxidative conditions. After administration of anti-CD40 antibodies, which enforces pro-inflammatory macrophage reprogramming,^18 29 30^ monocyte-derived macrophages expressing pro-inflammatory, antigen-presentation genes accumulate at the tumor margins. In contrast, anti-inflammatory Spp1^+^/Arg1^+^ macrophages, devoid of immunostimulatory functions, cluster near necrotic cores, underscoring the significance of the “functional tumor geography”. Interestingly, a comparable macrophage phenotype dichotomy emerges under irradiated conditions, implying a shared mechanism across different clinical interventions that induce necrosis or hemorrhage. These observations underscore how therapy-related tissue damage—whether from immunotherapies or high-dose radiation—can intensify local stress, ultimately giving rise to immunosuppressive macrophage subsets.

A key mechanistic insight is the partitioning of macrophages into pro-inflammatory Cxcl9^high^/MHC-II^high^ and anti-inflammatory Spp1^high^/Cxcl9^low^/MHC-II^low^ populations along an NRF2 activation gradient. In the necrotic tumor core, where cells face persistent oxidative and metabolic insults, NRF2 stabilizes and translocates to the nucleus, enabling macrophages to survive in this hostile environment. However, while this transcriptional program is cytoprotective, our data highlight that it restricts key macrophage immune functions. Cxcl9 is an IFN-induced macrophage gene with a strong T-cell attracting function,^31^ whereas Spp1 is a potent suppressor of cytotoxic T-cells through its interactions with CD44.^32^ Across various human tumors, we found a high NRF2-imprinted stress-TAM signature in Spp1+/Cxcl9− and a low NRF2-imprinted stress-TAM signature in Cxcl9+/Spp1− macrophages, suggesting that NRF2-driven macrophage polarization is a universal regulatory pathway. Recent studies linking a high Spp1:Cxcl9 index to poor clinical outcomes in multiple tumor types^19^ reinforce the notion that NRF2-governed TAMs are broadly detrimental.

Tumors grown in conditional Keap1 KO mice harbor macrophages skewed towards NRF2-imprinted stress-TAMs that are markedly less responsive to immune-stimulating signals. Instead of engaging in immune activation and productive cross-talk with T-cells, NRF2-imprinted stress-TAMs appear locked into an anti-inflammatory, immune-suppressive state. They downregulate MHC-II expression and key IFN-responsive genes, blunting their ability to prime and recruit T-cells.^33^ Simultaneously, NRF2-imprinted stress-TAMs accelerate tumor cell proliferation, facilitate the transition of cancer cells into an EMT state, and promote a TME, which impairs T-cell killing. This synergy of tumor progression and immune evasion further illustrates how therapy-induced necrotic zones create a protected habitat for malignant cells, reflecting a barrier to effective immunotherapy.^34^ Our findings reveal that the spatial organization of TAMs is not merely a descriptive characteristic of the TME but a determinant of systemic immune responses. Pro-inflammatory macrophages at the tumor periphery foster a microenvironment conducive to T-cell priming and recruitment, whereas the NRF2-imprinted immunosuppressive TAMs in necrotic cores correlate with reduced T-cell proliferation and function. This spatial-functional linkage underscores the importance of targeting localized stress responses to overcome systemic immunosuppression.

Critically, the tumor-promoting capacity of NRF2 extends beyond therapy-induced stress. In the spontaneous MMTV-PyMT breast cancer model, where endogenous T-cell activity usually restrains lesion outgrowth on the C57BL/6 background,^27^ tumors in conditional Keap1 KO hosts grew rapidly once palpable, whereas >60 % of WT tumors plateaued. Latency was unchanged, indicating that NRF2 does not affect tumor initiation but rather undermines immunosurveillance during progression.

A key translational relevance of our findings lies in their implications for immunotherapy. Macrophages occupy a central nexus in a bidirectional feedback loop with T-cells: pro-inflammatory macrophages potentiate T-cell activation through enhanced antigen presentation (MHC-II) and chemokine production (Cxcl9/Cxcl10). In contrast, activated T-cells secrete IFN-γ to reinforce macrophage polarization. Thus, modulating macrophage polarization can profoundly shape T-cell fate in patients with cancer—an area of immediate clinical interest.^35^ Paradoxically, treatment-related cell death, necrosis, or hemorrhage can amplify local stress, thereby activating NRF2 in macrophages.^5^ This negative feedback disrupts the beneficial macrophage–T-cell amplification loop: NRF2-imprinted stress-TAMs dampen antigen presentation, impair T-cell infiltration and function, and eventually subvert the intended immunostimulatory effect of therapy. Indeed, our experiments showed that enforcing an NRF2-imprinted stress state drastically diminished the therapeutic efficacy of anti-CD40-mediated macrophage reprogramming. In contrast, mice with macrophage-specific NRF2 deletion exhibited enhanced immunotherapeutic responses in anti-CD40 and anti-PD-1-based regimens. These observations suggest selectively targeting NRF2 or its downstream pathways in macrophages could overcome resistance and reinstate the positive T-cell macrophage crosstalk, which is crucial for robust tumor immunity.^36^ Consistent with our anti-CD40 findings, we also found that focused radiation therapy can intensify local tissue stress, again expanding Spp1^+^ macrophages in necrotic zones, highlighting a broader phenomenon relevant to multiple treatment modalities.

We recognize several limitations of our study. First, while our mouse models and spheroid co-cultures provide mechanistic insights, the full complexity of human tumors may involve additional signals, cellular interactions, and temporal dynamics not captured here. Further in vivo experiments and longitudinal studies will be necessary to understand the timing of macrophage phenotype shifts and their reversibility. It will also be essential to validate whether interventions to modulate NRF2 activity can safely and effectively enhance immunotherapeutic outcomes in more diverse tumor models and clinical settings. Second, we identified a clear link between necrosis and NRF2-imprinted phenotypes and defined hypoxia and the necrosis-associated toxin heme as potential drivers. Still, we have not exhaustively delineated which local factors most robustly engage the NRF2 axis and how other transcription factors, such as hypoxia-inducible factors (HIF-1 and HIF-2), may synergize with NRF2 to further enhance metabolic reprogramming and immunosuppression.^37^ Future studies will be required to unravel the relative contributions of necrotic versus non-necrotic stressors in vivo and to define the downstream signaling pathways and mechanisms by which NRF2-imprinted stress-TAMs rewire cancer cell growth, EMT state, and T-cell functions. Our study also lacks pharmacological validation, which will be critical for future clinical translation. Direct NRF2 inhibitors have only recently entered Phase I testing (eg, selective KEAP1 activators), whereas widely used tool compounds (eg, brusatol, ML385) have off-target or preclinical limitations. In this landscape, we deliberately prioritized clean, bidirectional genetic models, providing a mechanistic benchmark for expected direction and magnitude of benefit once selective agents suitable for immuno-oncology combinations mature.

Our findings establish an experimental framework linking therapy-induced stress—from immunotherapy or radiation—to immune evasion via NRF2-imprinted stress-TAMs. Our data reveal that the NRF2 activation state of macrophages forms a central regulatory node in a loop that can either promote tumor regression or, under NRF2-driven stress conditions, shield malignant cells from immune attack. By delineating how stress-induced macrophage states shape T-cell immunity and treatment outcomes, we provide a conceptual basis for strategies to neutralize the negative feedback imposed by NRF2-imprinted stress-TAMs. Looking ahead, inhibiting NRF2 emerges as a promising tactic to restore the macrophage–T-cell amplification cycle and enhance the efficacy of immunotherapies.

## Materials and methods

Detailed experimental protocols are provided in the online supplemental methods. A detailed Resource table is provided as an online supplemental table 1.

### Mouse strains

C57BL/6J: Charles River Laboratories. Ms4a3Cre: Dr Florent Ginhoux (SingHealth and Duke NUS, Singapore). Rosa26tdTomato mice: Jackson Laboratories. C57BL/6J-Spp1em1Msasn/J: Jackson Laboratories. Conditional Keap1 knockout mice: Keap1^tm2.Mym^^38^: RIKEN BRC. VavCre, LysMCre, Rag2^−/−^γc^−/−^, B6.Cg-Tg(TcraTcrb)425Cbn/J (OT-2), C57BL/6-Tg(TcraTcrb)1100Mjb/J (OT-1), B6.SJL-Ptprca Pepcb/BoyJ (CD45.1) mice: Swiss Immunological Mouse Repository (SwImMR). Conditional Nrf2 knockout mice: C57BL/6-Nfe2l2tm1.1Sred/SbisJ (Nrf2^flox^):^39 40^ Jackson Laboratories, crossed with VavCre or LysMCre mice. Control littermates without the Cre driver were used for experiments involving these mouse strains. MMTV-PyMT on C57Bl/6 background: Jackson Laboratories, bred with VavCre Keap1 flox/flox females. Conditional Keap1 KO and WT MMTV-PyMT females were used for tumor growth experiments. The Cd40flox/flox mouse strain was generated from the ES clone EPD0901_3_A02, obtained from the KOMP repository (www.komp.org), by the Wellcome Trust Sanger Institute as described previously.^41^ Cd40flox/flox mice were crossed with LysMCre mice.

### Statistics

Data plotting and statistical analysis were performed with Prism V.11 (GraphPad) and JMP 17 PRO (SAS). We used analysis of variance with Tukey-Kramer post-test to account for multiple comparisons and t-tests (two-tailed), as indicated. Tumor volumes measured repeatedly in individual mice were analyzed with linear mixed-effects models on the log scale to account for multiplicative growth. Models included time (day, continuous), group (treatment, genotype), and their interaction, with a random intercept for each mouse and a random slope for day when supported by the data (fitted by REML, statsmodels MixedLM in Python).

The primary outcome was the difference in growth rates between groups, estimated from the day×group interaction. Pairwise slope contrasts were tested with two-sided Wald t-tests and adjusted for multiple comparisons (Holm). Slopes were back-transformed to per cent change per day for interpretation.

We used the ARRIVE guideline to draft this manuscript;^42^ the ARRIVE reporting checklist is provided as a supplement.

## Supplementary material

10.1136/jitc-2025-013063 online supplemental file 1

10.1136/jitc-2025-013063 online supplemental file 2

10.1136/jitc-2025-013063 online supplemental file 3

10.1136/jitc-2025-013063 online supplemental file 4

## Data Availability

Data are available in a public, open access repository.

# Supplementary material for: Stress-NRF2 response axis polarizes tumor macrophages and undermines immunotherapy
**Source:** J Immunother Cancer. 2025 Oct 31;13(10):e013063. doi: 10.1136/jitc-2025-013063
**Supplement:** online supplemental file 1

Supplementary Methods

A stress-NRF2 response axis polarises tumor macrophages and undermines immunotherapy

Dominik J. Schaer¹, Nadja Schulthess-Lutz¹, Livio Baselgia¹, Kahrisan Kunasingam¹, Rok Humar¹, Kerstin Hansen¹, Melanie Eschment¹, Elena Duerst¹, Florence Vallelian^{*1}

MATERIALS AND METHODS

Animals

C57BL/6J (JAX™ strain) mice were obtained from Charles River Laboratories. Ms4a3Cre mice were obtained from Dr. Florent Ginhoux (SingHealth and Duke NUS, Singapore) and bred with *Rosa26tdTomato* mice (The Jackson Laboratory). C57BL/6J-Spp1em1Msasnl/J mice were obtained from Jackson Laboratories. *Conditional Keap1 knockout mice: Keap1^{tm2.Mym}* [1] mice were obtained from RIKEN BRC and crossed with VavCre or LysMCre mice, which were obtained from the Swiss Immunological Mouse repository (SwImMR). *Conditional Nrf2 knockout mice: C57BL/6-Nfe2l2tm1.1Sred/SbisJ (Nrf2^{fllox})* [2,3] mice were obtained from Jackson Laboratories and crossed with VavCre or LysMCre mice. Control littermates without the Cre driver were used for experiments involving these mouse strains. Transgenic MMTV-PyMT males in C57BL/6 background were obtained from Jackson Laboratories and bred with VavCre Keap1 flx/flx females. Conditional Keap1 KO and WT MMTV-PyMT females were used for tumor growth experiments. *Rag2^{-/-}γc^{-/-}* mice were obtained from the SwImMR. Other mice: B6.Cg-Tg(TcraTcrb)425Cbn/J (OT-2), C57BL/6-Tg(TcraTcrb)1100Mjb/J (OT-1), and B6.SJL-Ptprca Pepcb/BoyJ (CD45.1) were obtained from the SwImMR. CD45.1 OT-2 and CD45.1 OT-1 mice were obtained by crossing [4]CD45.1 mice with OT-2 and OT1 mice, respectively. The CD40fl/fl mouse strain was generated from the ES clone EPD0901_3_A02, obtained from the KOMP repository (www.komp.org), by the Wellcome Trust Sanger Institute (WTSI) as described previously.[4]. CD40 fl/fl mice were crossed with LysMCre mice.

All breeding colonies were housed and bred in the specific pathogen-free (SPF) animal facility at the Laboratory Animal Services Center (LASC) of the University of Zurich in individually ventilated cages. Animal experiments have been conducted at LASC. Male and female mice aged 7-12 weeks were used for all experiments, and all experiments with mice were performed according to animal experimentation licenses approved by the Swiss Federal Veterinary Office. For all studies, mice were randomly allocated to treatment groups, and the investigators were blinded to allocation during experiments and outcome assessment. The P.I. was aware of group allocation at the time of data analysis. All studies were conducted in accordance with the ARRIVE guidelines.[5]

Cell lines and primary cultures

Tumor cell line cultures

GFP-MC38 (donated by Gerhard Christofori, Department of Biomedicine, University of Basel, Basel, Switzerland) were cultured in RPMI-1640 medium supplemented with 10% fetal bovine serum (FBS, Gibco), 1% penicillin/streptomycin (P/S, Gibco), 1% nonessential amino acids (NEAA, Gibco) and 1% sodium pyruvate (Gibco). A cell line with homogeneous GFP expression was obtained by FACS sorting. Cell line authentication was performed before and after cell sorting by Short Tandem Repeat (STR) DNA genotype analysis (Microsynth, Balgach, Switzerland). GFP-OVA-MC38 (donated by Marianne Spalinger, Department of Gastroenterology, University of Zurich, Zurich, Switzerland) were cultured in DMEM medium (Gibco) supplemented with 10% fetal bovine serum (FBS, Gibco), 1% penicillin/streptomycin (P/S, Gibco), 1% nonessential amino acids (NEAA, Gibco) and 8.75ml 20% Glucose (Bichsel). THP-1 cells (InvivoGen) were cultured in RPMI 1640 medium supplemented with 10% FBS. KP1.9 cells (donated by Mikael Pittet, Ludwig Cancer Research, University of Geneva, Switzerland) and TC-1 cells (Cytion) were cultured in IMDM supplemented with 10% FBS, 1% P/S. B16 melanoma cells (ATCC) were cultured in DMEM with 10% FBS, P/S and L-glutamine. GFP-HT-29 cells (BioCat) were cultured in McCoy's 5A with 10% FBS. KP1.9 mEGFP cells were generated with Incucyte Nuclight Lentivirus reagent (Sartorius), followed by FACS sorting.

BM cultures

BM cells were isolated by flushing the femurs and tibias of 7- to 12-week-old mice and then passed through a 70- μ m filter. The BM cells were plated at a density of 3×10^5 cells/ml on tissue culture-treated 60 mm UpCell dishes (Nunc™ UpCell™, ThermoFisher) in complete RPMI-1640 medium (10% fetal calf serum (FCS), 1% L-glutamine and 1% P/S) supplemented with 100 ng/ml recombinant mouse M-CSF (PeproTech). On day 3, half of the medium was replaced. Some cultures were treated on day 3 with 300 μ M heme. Poly(I:C) (InvivoGen, 500 ng/ml) was added on day 6 for 24 hours. For experiments involving conditioned medium from tumor cells, BMDMs were seeded after washing at the end of the differentiation period in 12-well plates (TPP) in MC38 conditioned medium for 12 hours and lysed in RNA lysis buffer 1% β -mercaptoethanol for transcriptome analysis. For hypoxia experiments, BMDMs were cultured in high glucose complete RPMI-1640 medium under 0.2% O₂ concentrations from day 3 to day 7 using a workstation.

For the GM-CSF-supplemented cultures, fresh medium containing recombinant mouse GM-CSF (2×, 40 ng/ml)(PeproTech) was added on day 2. On day 3, half of the medium was removed, and new medium supplemented with GM-CSF (20 ng/ml) was added. The BM cells were harvested for analysis on day 5 from the temperature-responsive cell culture plates after cooling to room temperature. Cells were washed twice in PBS and centrifuged (300g, 10 min) before processing.

CRISPR-Cas9 knockout

We generated THP-1 KEAP1 knockout cells using CRISPR/Cas9 ribonucleoprotein (RNP) complexes. Three single guide RNAs (sgRNAs) targeting exon 2 of KEAP1 were used. RNPs were assembled by combining Cas9 (20 pmol/l, Synthego), with μ L sgRNAs (30 pmol/l, Synthego) and electroporation enhancer (IDT) using the Amaxa 4D Nucleofector system (Lonza) with the SG Cell Line 4D Nucleofector Kit (Lonza). For each reaction, 3×10^5 cells were pelleted (400g, 5 min) and resuspended in 20 μ L SG solution containing the RNP mixture. Electroporation was performed using the FF-100 program, and the cells were immediately transferred to 24-well plates in pre-warmed medium supplemented with the ROCK inhibitor Y27632 (Lucerna Chem). After 48 h recovery, viable single cells were isolated with a BD Aria III 4L (100 μ m nozzle; BD Biosciences) and expanded in medium supplemented with 10% conditioned medium, 20% FBS, and ROCK inhibitor for one week. Editing efficiency and knockout validation were performed by PCR amplification of the targeted KEAP1 locus followed by Sanger sequencing.

THP-1 differentiation into macrophages

THP-1 cells were seeded in 6-well TTP plates and differentiated with PMA (100 ng/ml) for 48-72 hours. After PMA treatment, cells were washed with PBS to remove PMA, and then fresh medium was added. The cells were rested for 24 hours before stimulation with LPS (10 ng/ml, 6 hours) or spheroid formation.

Heme preparation for cell culture

Hemin (heme-chloride) was obtained from Frontier Scientific (Newark). Batches were tested endotoxin-free and prepared for cell treatments as described.

3D tumor spheroid production, culture, and analysis

Single-spheroid culture

5×10^3 GFP-MC38 or TC-1 cells $\pm$ BMDMs (at a 1:1 ratio), 1.5×10^3 GFP-HT29 $\pm$ THP-1 cells (at a 1:1 ratio) were seeded in 100 μ l tumor cell culture medium in 96-well Ultralow Attachment Plate PrimeSurface® 3D Culture Spheroid plates (S-BIO).

Multispheroid culture in microwell plates

GFP-MC38 cells (5×10^4) $\pm$ BMDMs (at a 1:1 ratio) were seeded in 800 μ l of tumor cell medium with M-CSF (100 ng/ml) in a 24-well SphericalPlate® 5D microwell (Axonlab). On day 3, 800 μ l of fresh culture cell medium was added.

Quantification of spheroid growth and invasion

Single spheroids were imaged in the cell culture incubator with an IncuCyte S3 instrument (Sartorius). Green fluorescence and phase contrast images of the spheroids were acquired every 3-4 hours for seven to ten days. The area and fluorescence intensities of the images were measured using the IncuCyte Spheroid Software Module (Sartorius). Data are reported as spheroid fluorescence intensity integrated across the spheroid area (for tumor cells expressing a fluorescent protein) or as spheroid area.

T cell assays

CD4⁺ T and CD8⁺ T cell isolation and CFSE labeling

Lymphocyte T cells were positively enriched from spleen single-cell suspensions using CD4 or CD8 enrichment kit (ThermoFisher) according to the manufacturer's instructions. Isolated CD4⁺ T or CD8⁺ T cells were labeled with CFSE (Thermo Fisher) at RT for 20 min, washed with RPMI Medium and counted before use. The final purity, confirmed by flow cytometry, was >95%.

OT-2 assay

A total of 2×10^4 FACS-sorted CD45⁺ F4/80⁺ TAMs or GM-CSF stimulated BM cells were plated in 96-well round-bottom plates (Falcon), pulsed or not with 1 μ g/ml Ova^{323–339} peptides (Sigma) for 45 min at 37 °C, and washed three times with PBS. Subsequently, 1×10^5 CFSE-labeled naive CD4⁺ T cells isolated from spleens of OT-2 mice were added to the BM cells in complete RPMI-1640 medium and cocultured at 37 °C. CFSE dilution was assessed by flow cytometry after three days.

Adoptive Transfer of OT-1 CD8⁺ T cells

2×10^6 CFSE-labeled CD8⁺ T cells isolated from OT-1 $\times$ CD45.1 mouse spleens were injected intravenously via the tail vein into conditional Keap1 KO mice and WT littermates. The mice were challenged intravenously with agonistic anti-CD40 antibody (20 mg/kg, InVivoPlus, clone FGK4.5). The mice were sacrificed three days later, and CD45.1⁺ CD8⁺ T cells were analyzed by flow cytometry.

CD8⁺ T cell activation

1×10^6 CFSE-labeled CD8⁺ T cells isolated from OT-1 mouse spleens were activated with anti-CD3/anti-CD28 Dynabeads (Invitrogen) and incubated overnight in complete RPMI-1640 medium or in supernatant of mixed cell spheroids that have been cultured in microwell plates for 5 days.

T-cell killing assay

5×10^3 GFP-OVA-MC38 cells were seeded into 96-well flat bottom plates (TTP) and cultured for 20 hours. Subsequently, 5×10^3 activated OVA-specific CD8⁺ T cells were added to the tumor cells, and green fluorescence and phase-contrast images were acquired every 2 hours. The area and fluorescence intensities of the images were measured using the IncuCyte Cell-by-Cell Software Module (Sartorius). Data are reported as fluorescence intensity integrated across the area.

Tissue/cell preparation and digestion*Tumor digestion*

Subcutaneous tumors were excised and minced using a scalpel on a sterile Petri dish. The minced tumor tissue was then dissociated in 3 ml of digestion medium (RPMI medium (Gibco) supplemented with 25 μ g/ml Liberase™ (Roche) and 40 μ g/ml DNase I (Roche; 2000 U/ml). This mixture was incubated for 30-45 minutes in a water bath at 37°C. The dissociated tumor cells were filtered through a 70- μ m cell sieve and washed with PBS containing 2 mM EDTA to halt the digestion process. Following the lysis of red blood cells using RBC lysis buffer (BioLegend), the cells were washed again and immediately utilized.

Macrophage isolation from digested tumors

Anti-rat IgG Dynabeads (Invitrogen) were washed and incubated with rat anti-mouse F4/80 IgG2a antibodies (BD Biosciences) and CD11b IgG2b antibodies (BioLegend) at a ratio of 3.33 μ g of antibody per 50 μ l of Dynabeads. Single-cell suspensions from tumors were incubated with anti-F4/80-coated (for RT-qPCR or RNA bulk sequencing experiments) or anti-CD45 coated Dynabeads (for scRNA-seq experiment) on a rotating wheel at 4°C for 30 min. After incubation, a positive selection of Dynabead-bound single-cell suspensions was performed on a DynaMag magnet (Invitrogen) with three washing steps, as the manufacturer's instructions suggested.

Spheroid digestion

Spheroids were dissociated in 2 ml digestion medium (RPMI medium (Gibco) + 25 μ g/ml Liberase™ (Roche) + 40 μ g/ml DNase I (Roche; 2000 U/ml) and incubated for 30-45 min in a water bath at 37°C with gentle shaking every 5 min. Then, 4 ml PBS + 0.04% BSA was added to stop the digestion. Digested spheroids were used immediately.

Mouse models*Lung metastasis model in mice*

Approximately 750 spheroids were collected from microwell plates (equal to the content of one macro well) 4 days post-spheroid formation and injected intravenously into the tail vein of recipient mice. Agonistic anti-CD40 treatment (20 mg/kg, InVivoPlus, clone FGK4.5) or an isotype control antibody was administered intravenously according to the treatment protocol. Two or three weeks post-injection, the lungs of anesthetized mice were perfused with PBS through the right ventricle and the trachea and collected for whole-organ fluorescence imaging with a Zeiss Discovery V8 stereomicroscope and histology.

KP1.9 lung tumors

KP1.9 lung tumors were induced by intravenous injection of KP1.9 spheroids collected from microwell plates (equal to the content of one macro well) one day post-spheroid formation into the tail vein of recipient males. Agonistic anti-CD40 treatment (20 mg/kg, InVivoPlus, clone FGK4.5) or an isotype control antibody was administered intravenously according to the treatment protocol (day 7-10-13). Three weeks post-injection (day 21), the lungs of anesthetized mice were perfused with PBS through the right ventricle and the trachea and collected for histology.

Subcutaneous tumor growth models in mice

Once confluent, MC38, TC-1, or B16-F10 tumor cells were harvested using 5 mM EDTA (Gibco) (4 min at 37°C). MC38 (2×10^6), TC-1 cells (1×10^6) or B16 cells (1×10^6) in culture medium were mixed with Geltrex (Thermo Fisher) and injected subcutaneously into the mouse flanks. Agonistic anti-CD40 treatment (20 mg/kg, Bio X Cell, clone FGK4.5), antagonistic anti-PD-1 (CD279) (10 mg/kg, Bio X Cell) or an isotype control antibody was administered intravenously according to treatment protocol. Mice were euthanized, and tumors were collected at defined time points after antibody administration. Tumors were then digested or fixed in 10% formalin and stored at room temperature. Tumors were allowed to grow until they reached 1000 mm³ or until skin necrosis occurred.

Mammary tumor growth was measured by digital 3D topography in WT and conditional Keap1 KO MMTV-PyMT females. Mammary tumors were allowed to grow until they reached 1000 mm³ or until skin necrosis occurred.

Tumor volume measurements

All tumor volumes were measured non-invasively by an investigator blinded to treatment or genotype with a Peira TM900 device, which extracts volumes from high resolution stereo-3D images.

Flow cytometry

Cells were preincubated with Mouse BD Fc Block™ ($\leq 1 \mu\text{g}/\text{million cells}$ in 100 μl , BD Biosciences) at 4°C for 10 min. The following antibodies were purchased from BD Biosciences: anti-CD45 (clone 30-F11), anti-F4/80 (clone T45-2342), and anti-I-A/I-E (clone M5/114.15.2). The following antibodies were purchased from BioLegend: anti-CD45.1 (clone A20), anti-CD45.2 (clone 104), anti-CD4 (clone GK1.5), anti-CD8 (clone 53-6.7), and anti-CD69 (clone H1.2F3). Corresponding isotype-matched irrelevant specificity controls were purchased from BD, and BioLegend. Multiparameter analysis was performed with an LSRFortessa analyzer (BD Biosciences). The data were analyzed using FlowJo software (version 10.7.1). Cell sorting was performed on a BD FACSAria III 4L.

Histology

Organ fixation for paraffin embedding and microtome sectioning

Mice were anesthetized by intraperitoneal injection of ketamine (80 mg/kg), xylazine (16 mg/kg), and acepromazine (3 mg/kg) and transcardially perfused with cold PBS. Organs were placed in 10% formalin and transferred to 70% ethanol after 24 hours before embedding in paraffin blocks. Microtome sections (2-2.5 μ m) of each organ were cut for H&E staining and immunohistochemistry.

Immunohistochemistry

GFP staining: Tissue sections were incubated overnight with a goat anti-GFP antibody (Abcam) diluted 1:1000, followed by a biotinylated horse anti-goat secondary antibody (Vector) diluted 1:500. **Anti-F4/80 staining:** Tumor sections were incubated overnight with a rat anti-mouse F4/80 antibody (Bio-Rad, MCA497G) diluted 1:80, followed by a biotinylated goat anti-rat secondary antibody (Vector, BA9401) diluted 1:500.

All immunohistochemical sections were rinsed in 0.1 M phosphate buffer, pH 7.4, and incubated with diaminobenzidine (DAB, Abcam) for 2-5 min. After incubation, sections were washed in deionized water and lightly counterstained with hematoxylin solution, according to Mayer (Sigma).

Microscopy image acquisition and analysis

A Zeiss Axio Scan Z1 Slidescanner microscope imaged whole-lung sections and subcutaneous tumors. Images were analyzed using Qupath and ImageJ. Brightness, contrast, and color tone (for single-channel fluorescence images) were adjusted with Adobe Lightroom software version 8.1. using identical settings for all images of an experiment.

Sequencing-based workflows and data analysis

Bulk RNA sequencing

RNA was extracted from macrophages using the RNeasy Mini kit (Qiagen) according to the manufacturer's protocol, including on-column DNase I treatment. RNA quality was validated on an Agilent Technologies 4150 Tapestation using RNA Screentapes, and only samples with an RNA integrity number (RIN) of > 9 were used for sequencing. cDNA libraries were generated at the Functional Genomics Center Zurich (FGCZ) from RNA samples using the Illumina Stranded mRNA Prep ligation kit following the manufacturer's instructions. The quality and concentration

of the libraries were determined using an Agilent Technologies 4200 TapeStation with DNA ScreenTapes. The libraries were pooled in equimolar amounts and sequenced on an Illumina NovaSeq X Plus sequencer (paired-end 150 bp) with a depth of at least 20 million reads per sample.

Bulk RNA sequencing data analysis

Reads were aligned to the reference genome Ensembl GRCh38.p5 Release 91 using STAR (v2.7.0e).[6] The quality of alignment was evaluated using Samtools (v1.9). [7] Counts were obtained using the featureCounts function of the Rsubread package (v1.22.2).[8] Differential expression analysis was performed with the DESeq2 R package (v1.26.0)[9].

scRNA-seq sample preparation

Single-cell suspensions were fixed following the demonstrated protocol Fixation of cells & Nuclei for Chromium Fixed RNA Profiling (10X Genomics, CG000478) and processed for long-term storage at -80°C. After storage, up to 2 Mio cells per sample were hybridized with unique single Mouse WTA probes using BC001-004 according to the demonstrated protocol Chromium Fixed RNA Profiling Reagent Kits for Multiplexed Samples (10X Genomics, CG000527). Following gene expression library construction, ready-made libraries were sequenced at the Functional Genomics Center Zurich (FGCZ) on an Illumina NovaSeq X Plus system following the recommendations of 10X Genomics.

scRNA-seq sample analysis

Downstream analysis was performed in Python (version 3.10.10) with Scanpy (1.9.2).

Read alignment

Reads were aligned to the mouse reference genome GENCODE GRCh39 (Release_M31-2023-01-30) using CellRanger (version 7.2.0).

Quality Control and Preprocessing

To assess the quality of the cells, the following covariates were considered: number of genes expressed in a cell (*n_genes_by_counts*), number of counts per cell (*total_counts*), and percentage of mitochondrial RNA (*pct_counts_mt*). Cells that expressed fewer than *min_genes*

or more than *max_genes* were filtered out. Cells with a percentage of mitochondrial RNA greater than *max_pct_mt* were considered dead and removed from the analysis. Genes that were expressed by fewer than *min_cells* cells were excluded. See below for the cutoff values used in each experiment. The count data were normalized so that every cell has the same total count after normalization (`sc.pp.normalize_total`) and $\log(x+1)$ (`sc.pp.log1p`) transformed, yielding normalized expression values. For Fig.5 an algorithm based on deconvolving size factors from cell pools implemented in the R package `scrn` (`calculateSumFactors`)[10] was used due to the higher complexity of the experiment data.

Data integration

Multiplexed samples were merged into one dataset by simple concatenation. Additionally, samples from different experiments were integrated using the `harmony` (`sc.external.pp.harmony_integrate`) [11] or the `scanorama` algorithm [12], depending on the experimental setup and its complexity.

Dimensionality reduction and clustering

For dimension reduction, the following steps were performed using the Python package `Scanpy`: identifying highly variable genes (`sc.pp.highly_variable_genes`), performing PCA using highly variable genes (`sc.tl.pca`), computing the neighborhood graph (`sc.pp.neighbors`) and computing the UMAP (`sc.tl.umap`). The cells were clustered using Leiden clustering (`sc.tl.leiden`), which depends on the neighborhood graph. The resolution of the Leiden clustering was chosen so that a biologically meaningful number of clusters was produced.

Cell type annotation and functional classification

To identify cell types, we analyzed the expression of marker genes and other differentially expressed genes (`sc.tl.rank_genes_groups` with `method = 'wilcoxon'`). GSEA was performed to assess functional and biological process-related differences between clusters or conditions. First, genes were ranked using the output of the Wilcoxon rank-sum test (`rank = -log10(adj. p value)*sign(logfoldchange)`) and then fed to the GSEA algorithm implemented in the Python package `decoupler` [13]; [14] (`decoupler.get_gsea_df`), resulting in a normalized enrichment score (NES) and a false discovery rate (FDR) per gene set.

For transcription factor analysis with the TRRUST_Transcription_Factors_2019 gene set database and for scoring enrichment of gene sets per cell, the AUCell algorithm (`decoupler.run_aucell`) was used.

Visium HD CytAssist Spatial Gene Expression for FFPE

Tissues were processed as described in the section titled organ fixation for paraffin embedding and microtome sectioning. Microtome sections on regular glass slides were deparaffinized and stained for H&E as described in Visium HD FFPE Tissue Preparation Handbook (10X Genomics, CG000684). Regions of interest on the tissue sections were chosen using H&E staining and aligned in the tissue slide cassette (6.5 mm). After destaining and decrosslinking, sections were immediately subjected to probe hybridization overnight followed by probe ligation, release and extension and spatial library construction as described in the user guide Visium HD Spatial Gene Expression Reagents Kits (10X Genomics, CG000685). Ready-made libraries were sequenced at the Functional Genomics Center Zurich (FGCZ) on an Illumina NovaSeq X Plus system using paired-end 150 bp read configuration.

Spatial transcriptomics analysis

Downstream analysis was performed in Python (version 3.10.10) with Scanpy (1.9.2) [15]. Each sample was processed individually.

Read alignment

Reads were aligned to the mouse reference genome Ensembl GRCm39 (Release_106-2022-07-05) using SpaceRanger (version 2.1.0).

Nuclei Segmentation and Custom Binning of Visium HD Gene Expression Data

We reassigned the barcodes to cell nuclei to extract the macrophages from the spot-based Visium HD data to create single-cell-like data. To achieve this, the cell nuclei were segmented based on a microscopy image of the H&E stained tissue as described in [<https://www.10xgenomics.com/analysis-guides/segmentation-visium-hd>]. After normalization (`min_percentile`, `max_percentile`) of the H&E image, a pre-trained model (StarDist2D: `2D_versatile_he`) predicts the cell nuclei. Each barcode is then assigned to a cell nucleus, and the counts are aggregated. This results in a single-nucleus resolution of the data.

Quality Control, Preprocessing, Dimensionality Reduction

Cell nuclei that contain less than *min_total_counts* or their area is bigger than *max_area* are removed from the dataset. The data was normalized (`sc.pp.normalize_total`) and $\log(x+1)$ -transformed (`sc.pp.log1p`) to generate gene expression data.

Macrophages were annotated by scoring (`sc.tl.score_genes`) the gene expression of tissue-specific *macrophage marker genes*.

For further analysis, only cells labeled as macrophages were considered.

Based on the top 2000 highly variable genes (`sc.pp.highly_variable_genes`), a PCA was performed (`sc.tl.pca`), and a neighborhood graph was constructed (`sc.tl.neighbors`).

TAM-NRF2 scoring

Using the gene sets obtained from the differential gene expression analysis of bulk RNA-seq of F4/80⁺ TAMs between Keap1^{flox/flox} VavCre and WT mice, a combined TAM-Nrf2-on/TAM-Nrf2-off score was calculated (`sc.tl.score_genes`).

Statistics

Data plotting and statistical analysis were performed with Prism 11 (GraphPad) and JMP 17 PRO (SAS). We used ANOVA with Tukey–Kramer posttest to account for multiple comparisons and t-tests (two-tailed), as indicated. Tumor volumes measured repeatedly in individual mice were analyzed with linear mixed-effects models on the natural-log scale to account for multiplicative growth. Models included time (day, continuous), group (treatment, genotype), and their interaction, with a random intercept for each mouse and a random slope for day when supported by the data (fitted by REML, statsmodels MixedLM in Python).

REFERENCES

1. Taguchi K, Maher JM, Suzuki T, Kawatani Y, Motohashi H, Yamamoto M. Genetic analysis of cytoprotective functions supported by graded expression of Keap1. *Mol Cell Biol.* 2010;30:3016–26.
2. Kong X, Thimmulappa R, Craciun F, Harvey C, Singh A, Kombairaju P, et al. Enhancing Nrf2 pathway by disruption of Keap1 in myeloid leukocytes protects against sepsis. *Am J Respir Crit Care Med.* 2011;184:928–38.
3. Reddy NM, Potteti HR, Mariani TJ, Biswal S, Reddy SP. Conditional deletion of Nrf2 in airway epithelium exacerbates acute lung injury and impairs the resolution of inflammation. *Am J Respir Cell Mol Biol.* 2011;45:1161–8.
4. Pfefferlé M, Ingoglia G, Schaer CA, Hansen K, Schulthess N, Humar R, et al. Acute Hemolysis and Heme Suppress Anti-CD40 Antibody-Induced Necro-Inflammatory Liver Disease. *Front Immunol.* 2021;12:680855.
5. Percie du Sert N, Hurst V, Ahluwalia A, Alam S, Avey MT, Baker M, et al. The ARRIVE guidelines 2.0: Updated guidelines for reporting animal research. *PLoS Biol.* 2020;18:e3000410.
6. Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S, et al. STAR: ultrafast universal RNA-seq aligner. *Bioinformatics.* 2013;29:15–21.
7. Danecek P, Bonfield JK, Liddle J, Marshall J, Ohan V, Pollard MO, et al. Twelve years of SAMtools and BCFtools. *Gigascience.* 2021;10:giab008.
8. Liao Y, Smyth GK, Shi W. The R package Rsubread is easier, faster, cheaper and better for alignment and quantification of RNA sequencing reads. *Nucleic Acids Res.* 2019;47:e47.
9. Love MI, Huber W, Anders S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol.* 2014;15:550.
10. Lun ATL, McCarthy DJ, Marioni JC. A step-by-step workflow for low-level analysis of single-cell RNA-seq data with Bioconductor. *F1000Res.* 2016;5:2122.
11. Korsunsky I, Millard N, Fan J, Slowikowski K, Zhang F, Wei K, et al. Fast, sensitive and accurate integration of single-cell data with Harmony. *Nat Methods.* 2019;16:1289–96.
12. Hie B, Bryson B, Berger B. Efficient integration of heterogeneous single-cell transcriptomes using Scanorama. *Nat Biotechnol.* 2019;37:685–91.
13. Badia-I-Mompel P, Vélez Santiago J, Braunger J, Geiss C, Dimitrov D, Müller-Dott S, et al. decoupleR: ensemble of computational methods to infer biological activities from omics data. *Bioinform Adv.* 2022;2:vbac016.
14. Fang Z, Liu X, Peltz G. GSEAPy: a comprehensive package for performing gene set enrichment analysis in Python. *Bioinformatics.* 2023;39:btac757.
15. Wolf FA, Angerer P, Theis FJ. SCANPY: large-scale single-cell gene expression data analysis. *Genome Biol.* 2018;19:15.

# Supplementary material for: Stress-NRF2 response axis polarizes tumor macrophages and undermines immunotherapy
**Source:** J Immunother Cancer. 2025 Oct 31;13(10):e013063. doi: 10.1136/jitc-2025-013063
**Supplement:** online supplemental file 2

Supplementary Figures

A stress-NRF2 response axis polarises tumor macrophages and undermines immunotherapy

Dominik J. Schaer¹, Nadja Schulthess-Lutz¹, Livio Baselgia¹, Kahrisan Kunasingam¹, Rok Humar¹, Kerstin Hansen¹, Melanie Eschment¹, Elena Duerst¹, Florence Vallelian^{*1}

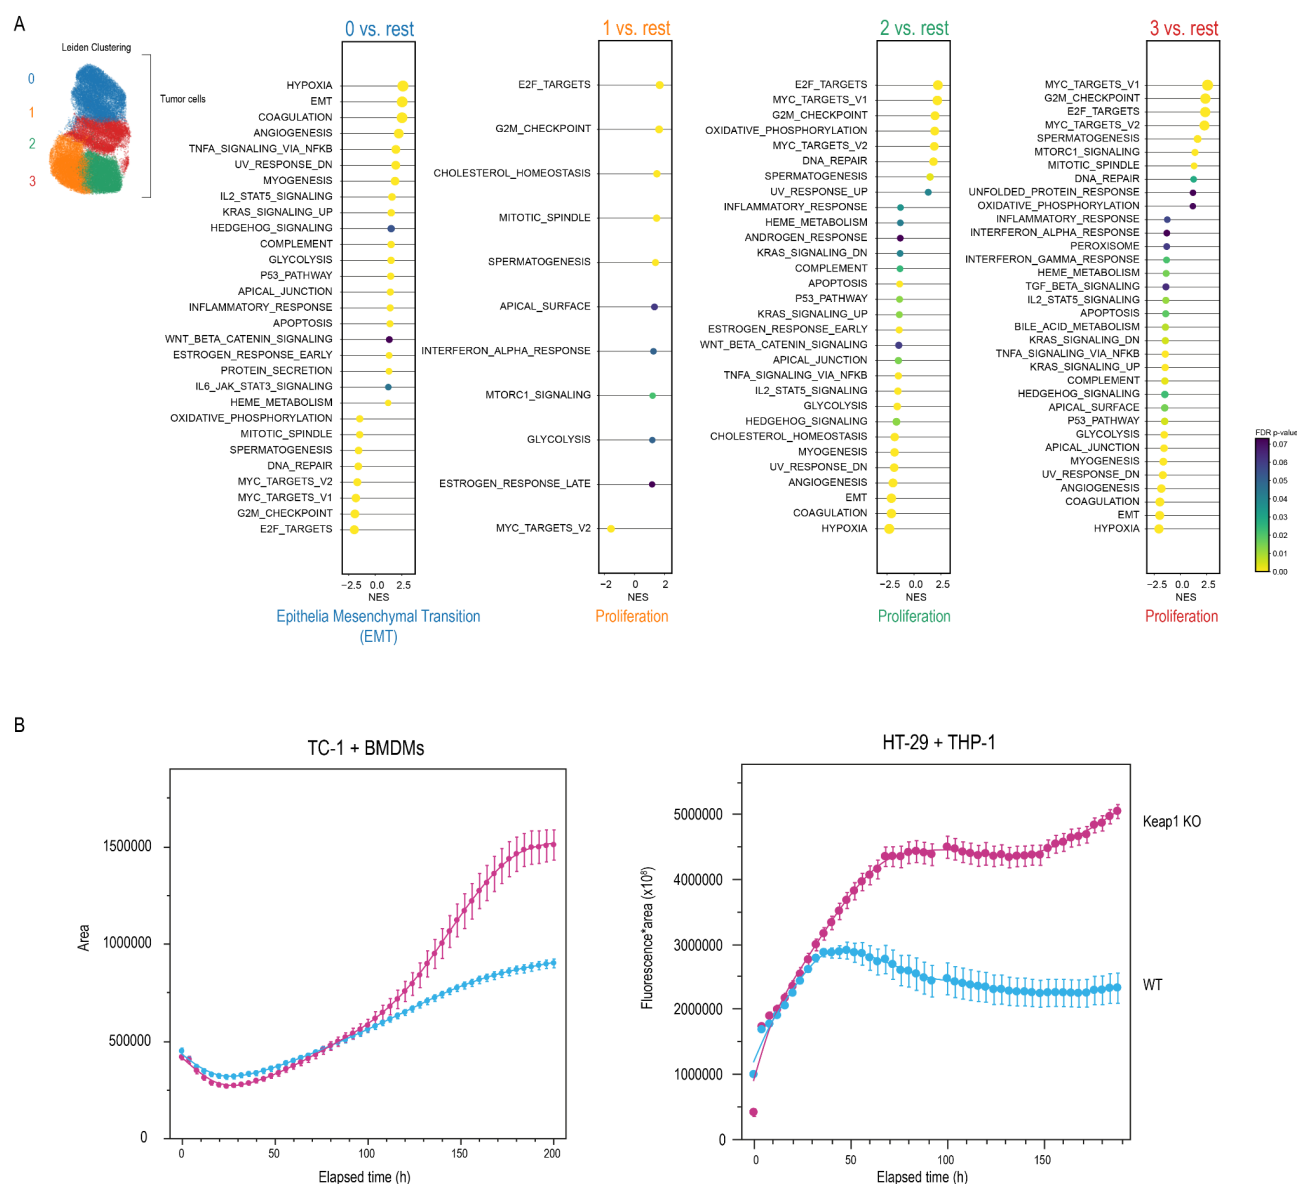

Supplementary Figure 1

A. Multiplexed scRNA-seq at 24 h and 120 h post-spheroid formation (Figure 6E). Leiden clustering of the integrated data and GSEA of the differential expressed genes.

B. Spheroid co-culture model: WT or Keap1 KO BMDMs mixed with TC-1 cells (left), and WT or Keap1 KO THP1 mixed with GFP-HT29 cells (right) were cultured in ultra-low-attachment plates. Live-cell microscopy tracks spheroid size (area or area $\times$ GFP intensity). Spheroids with Keap1 KO macrophages grow faster than those with WT macrophages. Data as mean $\pm$ SE of 8-10 replicates, each analyzed within on experiment

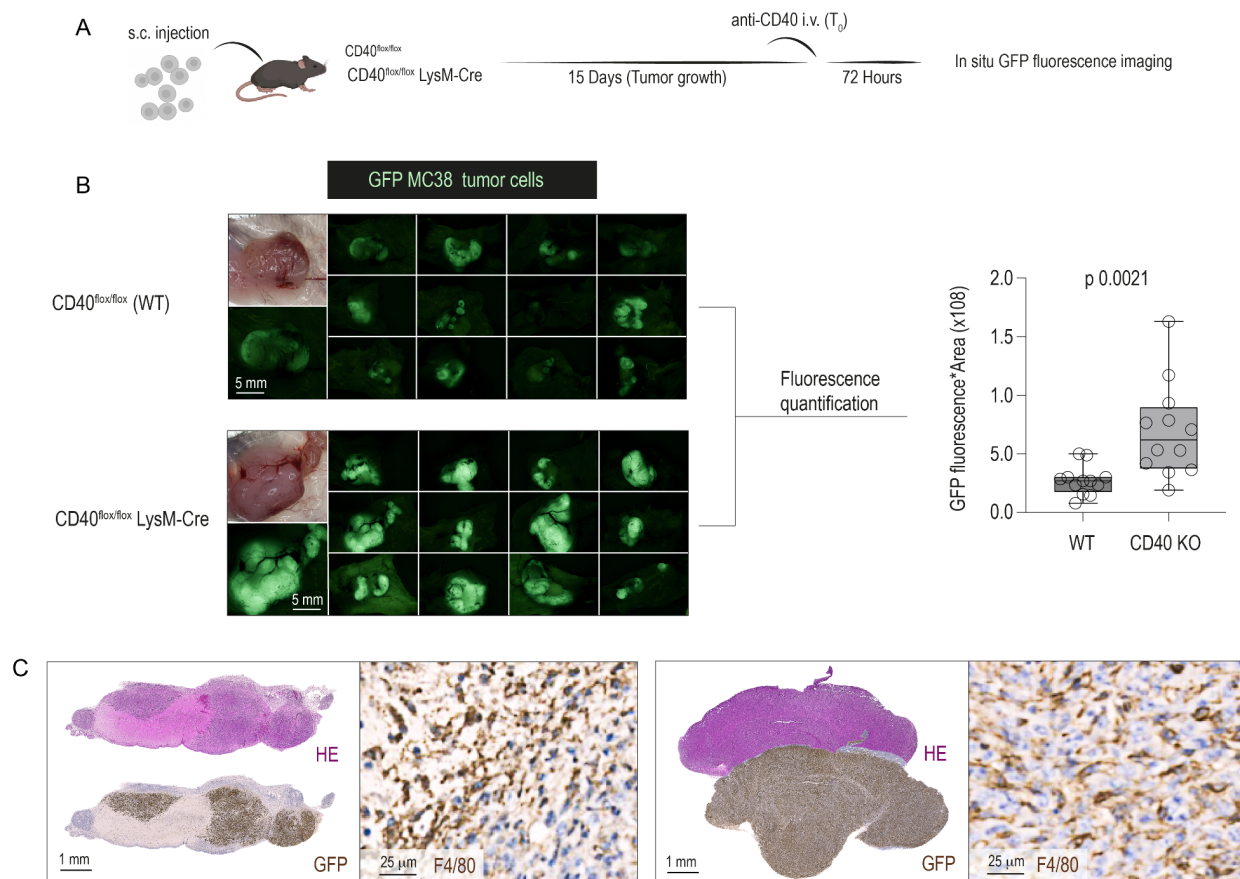

Supplementary Figure 2

A. MC38 tumors were grown s.c. in $CD40^{flox/flox}$ LysM versus WT mice. On day 15, mice received anti-CD40 treatment administered i.v. Three days after the second dose, tumors were collected for in situ GFP fluorescence imaging and histology.

B. Left and right: Bright-field and GFP fluorescence images visualizing MC38 tumors in situ. Middle: GFP fluorescence intensity integrated across the tumor area. Each dot represents one tumor grown on the right and left flank of a mouse ($n = 12$ tumors; mean $\pm$ SD, t-test).

C. Representative H&E-, anti-GFP and anti-F4/80 stained-MC38 tumor sections.

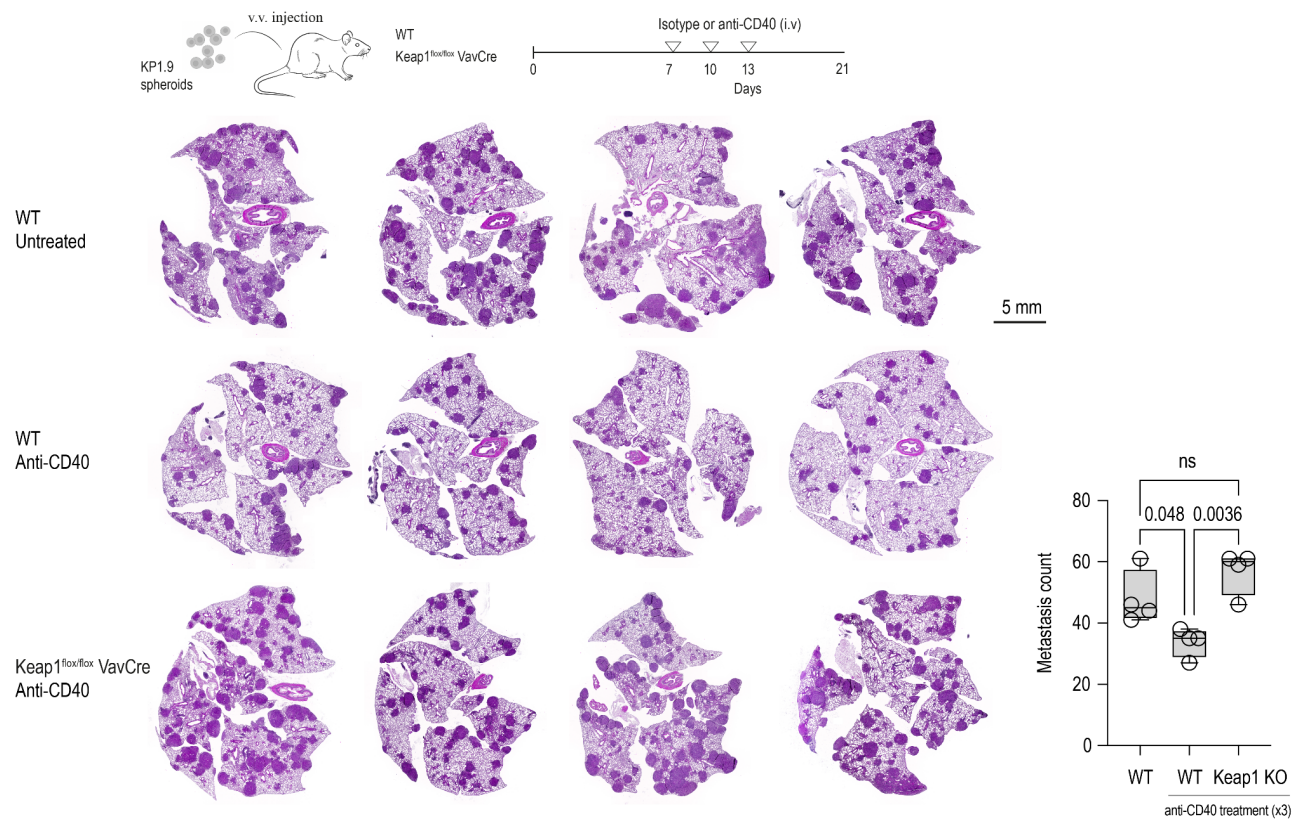

Supplementary Figure 3

A. KP1.9 lung tumors were grown in Keap1^{flox/flox} VavCre versus WT mice. On day 7, 10, and 13 mice were treated by i.v. anti-CD40 antibody. On day 21, lungs were analyzed by histology (H&E staining) and metastases were manually counted by a blinded investigator. Anti-CD40 therapy fails to control tumor spread in conditional Keap1 KO mice. Each dot represents one mouse (n=4 pro condition, mean $\pm$ SD, ANOVA with Tukey–Kramer post-test).

# Supplementary material for: Stress-NRF2 response axis polarizes tumor macrophages and undermines immunotherapy
**Source:** J Immunother Cancer. 2025 Oct 31;13(10):e013063. doi: 10.1136/jitc-2025-013063
**Supplement:** online supplemental file 3

Schaer et al. A stress-NRF2 response axis polarizes tumor macrophages and undermines immunotherapy - Resource TABLE

**Mouse strain**	**Company**				
C57BL/6J	Charles River				
Ms4a3Cre	Prof. Florent Ginhoux (SingHealth and Duke NUS, Singapore)				
LysMCre	Swiss Immunological Mouse repository (SwimMR)				
VavCre	Swiss Immunological Mouse repository (SwimMR)				
Rag2 ^{-/-} vpc ^{-/-}	Swiss Immunological Mouse repository (SwimMR)				
B6.Cg-Tg(Tor1aTor1b)42SCn/J (OT-2)	Swiss Immunological Mouse repository (SwimMR)				
C57BL/6-Tg(Tor1aTor1b)1100Mpu/J (OT-1)	Swiss Immunological Mouse repository (SwimMR)				
B6.S-JL-Ptprca Pepcb/BovJ (CD45.1)	Swiss Immunological Mouse repository (SwimMR)				
C57BL/6J-Spp1em1Masav/J	Jackson Laboratory Strain # 033731				
CD48H1	Generated in our laboratory				
Rosa26flxTomato mice	Jackson Laboratory Strain # 007914				
Keap1tm2.Mym	Riken BRC				
C57BL/6-Nie2D2m1.1Sred/SbsJ (Nr2flox)	Jackson Laboratory Strain # 025433				
**Tumor lines**	**Company**				
GFP+ MC38 colon adenocarcinoma cells	Donated by Gerhard Christofori, Department of Biomedicine, University of Basel				
GFP-OVA-MC38	Donated by Marianne Spallinger, Department of Gastroenterology, University of Zurich				
THP-1 Blue™ K1-iP10	InVivoGen, #ttgb-ip10kic				
KP1.9 human monocytic leukemia	Group Mikael Pittet University of Geneva				
Tc1 murine Lungespathelia	Cytion (305388)				
H1-2b human colorectal adenocarcinoma	BioCell (SL006-GVO-GC)				
B16 F10 murine melanoma	ATCC (CRL-6475)				
**Reagents for in vivo or in vitro treatments**					
**Product name**	**Company**	**Product number**			
InVivoPlus anti-mouse CD45	Bio X Cell	BP0016-2			
InVivoMab anti-mouse PD-1 (CD279)	Bio X Cell	BE0146			
InVivoPlus rat IgG2a isotype control	Bio X Cell	BP0089			
InVivoMAb rat IgG2a isotype control	Bio X Cell	BE0089			
Ketamine	Graeb	QND1AX03			
Xylazine	Bayer	QNOSCA82			
Acepromazine	Falro	QNOS4A04			
**Antibodies for flow cytometry**					
**Targeted antigen**	**Clone**	**Fluorochrome**	**Species**	**Company**	**Product number**
T45-2342	F4/80	Allophycocyanin (APC)	Rat	BD	566787
CD45	30-F11	PE-Cy7	Rat	BD	552848
CD45.1	A20	Brilliant violet 711	Mouse	Biologend	110739
CD45.2	104	Pacific blue	Mouse	Biologend	109820
CD4	GK1.5	eFluor 450	Rat	ThermoFisher	48-0041-82
CD4	GK1.5	Phycoerythrin (PE)	Rat	Biologend	100408
CD8a	53-6.7	Phycoerythrin (PE)	Rat	Biologend	100708
I-A/I-E	M5/114.15.2	Brilliant violet 421	Rat	BO	562564
CD69	H1-2F3	FITC	Rat	Biologend	104506
APC Rat IgG2a κ Isotype Control	R35-95	Allophycocyanin (APC)	Rat	BD	553932
PE-Cy7® Rat IgG2b, κ Isotype Control	AD6-1	PE-Cy7	Rat	BD	552849
Mouse IgG2a, κ Isotype Ctrl Antibody	MOPC-173	Brilliant violet 711	Rat	Biologend	400272
Mouse IgG2a, κ Isotype Ctrl Antibody	MOPC-173	Pacific blue	Rat	Biologend	400235
Rat IgG2b, λ Isotype Ctrl Antibody	G013B8	Phycoerythrin (PE)	Rat	Biologend	403804
Rat IgG2a, λ Isotype Ctrl Antibody	G013C12	Phycoerythrin (PE)	Rat	Biologend	402304
BI421 Rat IgG2b, κ Isotype Control	R35-38	Brilliant violet 421	Rat	BO	562603
Armenian Hamster IgG Isotype Ctrl Antibody	HTK888	FITC	Rat	Biologend	400306
Rat IgG2b kappa Isotype Control	eB14910H5	eFluor 450	Rat	ThermoFisher	48-4031-82
**Primary antibodies for immunofluorescence or IHC**					
**Targeted antigen**	**Clone**	**Fluorochrome**	**Species**	**Company**	**Product number**
F4/80	Cl:A3.1	-	Rat	Bioss	MC449TG
Anti-GFP antibody	Polyclonal	-	Goat	abcam	ab5450
**Secondary antibodies for immunofluorescence or IHC**					
**Targeted antigen**	**Clone**	**Fluorochrome**	**Species**	**Company**	**Product number**
Anti-Goat IgG (FH-L)	-	Biotin	Horse	Vector Laboral	BA-65001.5
Anti-Rat IgG	-	Biotin	Goat	Vector Laboral	BA-9401-.5
**Fluorescent dyes**					
**Product name**	**Company**	**Product number**			
CellTrace™ Far Red Cell Proliferation Kit, for flow cytometry	Thermofisher	C34564			
IncuCyte® NucLight Green Lentivirus 2.0 (puro)	Sartorius	BA-04888			
**Magnetic beads, magnets and associated antibodies**					
**Product name**	**Company**	**Product number**			
Dynabeads™ Sheep anti-Rat IgG	Invitrogen	11035			
Purified Rat anti-mouse F4/80 IgG2a antibodies (clone T45-2342)	BD biosciences	555499			
Purified anti-mouse CD45 Antibody	Biologend	103102			
DynaMag magnet	Invitrogen	12321D			
Dynabeads™ FlowComp™ Mouse CD4 Kit	Invitrogen	11461D			
Dynabeads™ FlowComp™ Mouse CD8 Kit	Invitrogen	11462D			
Dynabeads™ Mouse T-Activator CD3/CD28 for T-Cell Expansion and Activation	ThermoFisher	11452D			
**Solutions, medium, supplement and enzymes**					
**Product name**	**Company**	**Product number**			
Phosphate buffered Saline (PBS)	Gibco	10010-015			
L-glutamine 200nmol (100x)	Gibco	25030-024			
Gibco	Gibco	11835-083			
Dulbecco's MEM	Merck	1469C			
Fetales bovines Serum	Sigma-aldrich	S0615			
MEM NEAA (100x)	Gibco	11140-035			
Sodium-Pyruvate	Sigma	P2226			
Penicillin-Streptomycin	Thermo Fisher	15140-122			
Liberase	Roche	5401119001			
Dnaase I	Roche	10289638001			
UltraPure™ 0.5M EDTA, pH 8.0	ThermoFisher	15575020			
MACS Buffer BSA Stock Solution	Miltenyi Biotec	130-091-376			
20% Glucoseum	Bioland	FE1001327			
Normocin	InVivoGen	anti-wr-1			
Cas9	Synthego				
electroporation enhancer	IDT	222501138			
ROCK inhibitor Y27632	Lucerna Chem	MCE-HY-10583			

Peptides, and Recombinant proteins			
Product name	Company	Product number	
Ovalbumin (323-339) (chicken, Japanese quail)	Sigma Aldrich	O1641-5MG	
Recombinant Murine M-CSF	Peprotech	315-02	
Recombinant Murine GM-CSF	Peprotech	315-03	
20% Human Serum Albumin	CSL Behring AG	3665734	
Hemin	Sigma	51280	
Bovine serum albumin	Newark	16009-13-5	
Poly(I:C)	InVivoGen	95-pic	
Chemicals			
Product name	Company	Product number	
Formalin 10%, gepuffert	Formafix	01-1061	
β-mercaptoethanol	Sigma-Aldrich	M8148-100ML	
RBC Lysis Buffer (10X)	Biolegend	420301	
Hematoxylin solution acc. to Gill II	Carl Roth	T864.2	
Eosin Y w/ Phloxine solution	Epredia	71304	
Mayer's Hematoxylin Solution	Sigma-Aldrich	51275-500ML	
Geltrex™ LDEV-Free Reduced Growth Factor Basement Membrane Matrix	Thermo Fisher	A1413202	
Phorbol-12-myristat-13-acetat	Sigma-Aldrich	P8139	
Critical Commercial Assays			
Product name	Company	Product number	
UltraComp eBeads™ Compensation Beads	Thermo Fisher	01-2222-42	
Tx Stain FoxTmPLUS CD16/32, clone S17011E Isotype Rat IgG2b	Biolegend	156604	
Chromium Next GEM Single Cell Fixed RNA Sample Preparation Kit, 16 rxns	10x Genomics	1000414	
Chromium Next GEM Chip Q Single Cell Kit, 16 rxns	10x Genomics	1000422	
Dual Index Kit TS Set A, 96 rxn	10x Genomics	1000251	
RNA screentape	Agilent Technologies	5067-5576	
RNA ScreenTape Sample Buffer	Agilent Technologies	5067-5577	
RNA ScreenTape Ladder	Agilent Technologies	5067-5578	
Genomic DNA screentape	Agilent Technologies	5067-5365	
Genomic DNA Reagents	Agilent Technologies	5067-5366	
Chromium Fixed RNA Kit, Human Transcriptome, 4rxns x 4 BC	10x Genomics	1000475	
Chromium Fixed RNA Kit, Mouse Transcriptome, 4rxns x 4 BC	10x Genomics	1000496	
Valium CyAssist Spatial Gene Expression for FFPE, Mouse Transcriptome, 6.5mm, 4 rxns	10x Genomics	1000521	
Valium CyAssist Spatial Gene Expression for FFPE, Human Transcriptome, 6.5mm, 4 rxns	10x Genomics	1000520	
Valium HD, Mouse Transcriptome, 6.5 mm, 4 rxns	10x Genomics	1000676	
Valium HD, Human Transcriptome, 6.5 mm, 4 rxns	10x Genomics	1000675	
SYBR™ Green Master Mix	Applied Biosystems	4365612	
Illumina® Stranded mRNA Prep, Ligation (96 Samples)	Illumina	20049534	
RNeasy Mini Kit	Qiagen	74106	
TaqMan reverse transcription reagents	Life Technologies	N8080234	
VECTASTAIN® Elite ABC-HRP Kit, Peroxidase (Rabbit IgG)	Vector Laboratories	PK-6101	
DAB Substrate Kit	abcam	ab64238	
SG Cell Line 4D Nucleofector Kit	Lonza	V4XC-3032	
Plates and coating			
Product name	Company	Product number	
96-well plates	Techno Plastic Products (TPP)	92096	
12-well plates	Techno Plastic Products (TPP)	92012	
6-well plates	Techno Plastic Products (TPP)	92006	
6 cm culture dish	Techno Plastic Products (TPP)	93100	
15 cm culture dish	Techno Plastic Products (TPP)	93150	
Nunc™ Multidishes with UpCell™ Surface 6well	Thermo Fisher	174901	
Nunc™ Dishes with UpCell™ Surface, 60mm	Thermo Fisher	174903	
PrimeSurface® 3D culture Ultra-low Attachment Plates 96 well, U bottom, Clear plates	S-Bio	MS-9096UZ	
SphericalPlate® 50 microwell, 24 well	Axon-Lab	12038828	
96-well Clear Round Bottom Not Treated Microplate	Falcon®	351177	
Primer sequences			
Mouse	for	rev	
Aug1	GTAGACCCTGGGGAACTACTAT	ATCACCTTGGCAATCCCGAG	
Cxcl10	GCTGGCGTGATTTTCTGCG	TCTCACTGGCCCGTGATC	
Gdm	AGTTGACATGGCATGCTCGG	GCATCTCAATCGAGGGGGA	
Human			
CXCL9	TGAGAAAGGGTCGCTGTTCCG	GGGCTTGGGGCAATTGTTTT	
GCLM	GGGAACCTGCTGACTGGG	CTGGAACCTCTCTCGCTG	
HLA-DRB1	ACAGTCTTCCGGAGTGGAGGA	AGCTCAGGAATCCTCTTGGC	
SPP1	ACAAATACCCAGATGCTGTGGC	ACTTGAAGGGTCTGTGGGG	
sgRNAs			
Syntheta	sgRNA1	sgRNA2	sgRNA3
KEAP1	5'-ACCAACGGGCGUGCGGAGCA-3'	5'-UGGGCCCAUGAACUGGGCGG-3'	5'-CCGUGAGGCGAAUUCAAUG-3'

How the deposited data were processed for this re-analysis (not part of the article)

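Single-cell RNA counts were taken from CD45+tdTomato+ cells sorted from MC38 tumors of Ms4a3-Cre Rosa26-tdTomato mice given 2 injections of anti-CD40. The authors deposited counts of UMIs per gene and cell, made with Cell Ranger 7.2.0 from probe-based libraries. The submitters' processing notes name the build GRCm39, whereas the supplementary methods write GRCh39 with mouse release M31, which was taken as GRCm39. No normalization had been applied to these counts. Of 2 libraries of this condition, 1 was used with its counts, and of the other only the barcodes, for the estimate of shared droplets. Genes are listed by the probe set, 19040 in all, and Ly6c2, Ccnb1, Cxcl11, Mx1, Mx2, Ftl1, Gapdh, Eno1, Aldoa and Ear2 from the gene lists had no row.

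The cell filter removed 90 cells with fewer than 500 genes, 52 with more than 8000 and 4 with more than 10% mitochondrial UMIs (a cell can meet more than 1 of these), and genes found in fewer than 10 cells were left out of the clustering, which kept 13415 genes. The supplementary methods name such filters and refer to cutoff values given further on, but no values were found in the text of the paper and its supplement. Normalization per cell, log transformation, variable genes, principal components and Leiden clustering followed the functions the supplementary methods name, run with Scanpy 1.11.5, igraph 0.11.9, leidenalg 0.10.2, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and Python 3.11.15. Names come from marker lists fixed before the data were examined; the osteoclast and plasma cell genes that keep clusters unnamed were added later. A marker counted for a cluster when its CPM was at least 2 times that of the other cells and at least 10% of cells held it. At least 3 such markers and 50% of a list were needed; a cluster that met no such list was macrophage-like when 50% of the macrophage markers were each found in at least 20% of its cells. A cluster stayed unnamed when its 10 leading genes held at least 2 genes of another type, osteoclast and plasma cell genes included, and more of them than of its own, or when its median UMI count was low and none of its own markers led it. This rule and those added genes were set after the clusters were seen.

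Macrophages here are the cells of the macrophage-like and monocyte-like clusters, without the cycling-like cluster, since figures 1K and 3D leave cycling macrophages in grey. Cells were thinned at random to 2400 UMIs, the 10th percentile of the kept cells rounded down, before any share of cells with a UMI was taken. A class needs at least 1 UMI of Spp1 or Cxcl9 in thinned counts. Cells classed as without a gene can therefore hold it in unthinned counts. Gene levels are CPM of summed unthinned UMIs, compared as log2 ratios over the 8300 genes with at least 10 CPM in the higher class. A difference of 0.5 on the log2 scale is a rule of size and not a test. A gene list's median was placed among 10000 random lists of the same size, drawn within 20 bins of expression. With 1 library, no p-value was computed.

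The rule for named genes was set before the data were examined. It takes the genes the paper names, up to 4 members of each gene list with the largest log2 ratio, and the 10 genes highest in each direction with at least 50 CPM in the higher class and 100 UMIs in all. Genes that lead a cluster, and markers given for a cluster or a class, were chosen after their values were seen. Some genes that this rule takes are not reported here. Coordinates come from the GENCODE annotation of GRCm39, matched by Ensembl gene ID.

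The log2 ratios, the list medians and the co-detection ratio were tested on simulated data; clustering, names, the score and the droplet estimate were not. Of 200 changed genes among 8631 in simulated classes, 100% of those changed by 2-fold and 92% of those changed by 1.5-fold passed 0.5 on the log2 scale in the right direction, as did 0.0119% of unchanged genes in either direction. Of 100 unchanged lists, 8 lay outside the central 95% of random lists. The simulated classes were drawn from 1 pooled profile, without clusters or genes that move together. These rates therefore need not hold for the real classes. For a pair of genes independent at a given depth, the ratio of observed to expected co-detection was 1.01 without and 1.00 with thinning.

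Alternatives covered a looser filter (200 genes, 20% mitochondrial UMIs), a stricter one (1000 to 6000 genes, 5%), cells with the highest Scrublet scores left out, the 5% of cells with the most UMIs left out, Leiden resolutions 0.5 and 2, other sets of cells, other thinning and detection, other summaries of expression, other minimum levels and other forms of the score. Scrublet's own threshold called 1209 cells but moved with its settings, so the 1143 cells with the highest scores, the expected number, were left out in that alternative. Chosen after seeing the data were the inclusion of the cluster led by mature dendritic cell genes, another random thinning and the use of macrophage-like clusters alone.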

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

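The comparison of Spp1 with other macrophage genes in neutrophil-like cells was chosen after its values were seen, and the test of macrophages in the same droplets before.

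Spp1 was found in neutrophil-like cells, which the paper does not discuss for this library. In neutrophil-like cluster 12 (361 cells, median 1370 UMIs) Spp1 was at 530 CPM, or 57.2% of its level in macrophages, while Arg1, C1qa, C1qb, C1qc, Apoe and Mrc1 stood at 2.63% to 3.92% of theirs, with Cxcl9 (32.5%), Lyz2 (16.2%) and Cd74 (10.3%) in between. Before thinning, 11.7% of the cells of monocyte-like cluster 10 had a Spp1 UMI at a median of 4342 UMIs, against 21.6% in cluster 12 and, in unnamed low-UMI clusters, 31.0% in cluster 8 and 25.0% in cluster 15. Free RNA from the macrophages would bring these genes in 1 ratio, and macrophages in the same droplets would bring C1qa or Apoe UMIs, but 28.1% of the cells with no UMI of C1qa, C1qb, C1qc, Apoe or Arg1 held Spp1 (21.6% to 35.3%). Expression of Spp1 in some neutrophils may account for this; free RNA from cells other than macrophages was not tested, nor was a biological explanation, since the design holds 1 condition.

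A cluster of 448 cells (3.79% of the library, median 12910 UMIs) was led by Ctsk, Atp6v0d2 and Mmp9, genes known from osteoclasts. Ctsk, a collagen-degrading cathepsin, made up 7966 CPM there, Acp5 5281 CPM, Mmp9 4152 CPM and Atp6v0d2 510 CPM, whereas C1qa was at 311 CPM and Spp1 at 314 CPM.

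A cluster of 913 cells (7.73%) was led by Ccl17, Ccl22 and Ccr7, genes of mature dendritic cells. It held 7164 CPM of H2-Eb1, 1169 CPM of Cxcl9 and 936 CPM of Csf1r, and 14.1% of its cells had a Ccr7 UMI.

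A fibroblast-like cluster made up 2.98% of the cells although the sort was for CD45, with 3953 CPM of Col3a1, 3049 CPM of Col1a1, 769 CPM of Spp1 and 948 CPM of Lyz2, and a median of 24213 UMIs per cell against 7536.5 in macrophages. Neutrophil-like cluster 9 likewise held 3239 CPM of S100a9 together with 1600 CPM of C1qa and 2030 CPM of Apoe, at a median of 10263 UMIs. Whether these clusters hold pairs of cells in 1 droplet was not tested.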

How the results depend on the processing

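Settings with macrophage-like clusters only, another random thinning and the inclusion of the cluster led by mature dendritic cell genes were chosen after seeing the data; all others were set before. No paired analysis was possible because all values come from 1 library. The ratio of observed to expected Spp1 and Cxcl9 co-detection stayed below 1 under each setting run. It was 0.745 with the settings used in the text, 0.937 without thinning, 0.820 under the stricter filter, 0.799 in all cells, 0.630 at Leiden resolution 0.5 and 0.569 when 2 UMIs were needed. The share of cells with both genes was 22.7% without thinning, 14.3% under the stricter filter (which thins to 3800 UMIs), 11.3% in all cells and 10.3% with cycling-like cells. It was 8.35% with high Scrublet scores left out (which thins to 2100 UMIs), 5.76% at 1200 UMIs, 5.47% at Leiden resolution 0.5 and 3.50% when 2 UMIs were needed. Deeper counts and a lower detection bar give more such cells by construction. Macrophages and monocytes made up 71.6% of cells under the stricter filter, 66.1% without the cells with the most UMIs, 66.1% at Leiden resolution 2 and 57.1% under the looser filter. At Leiden resolution 0.5 the share was 37.1%. List members higher in Spp1+ cells numbered 52 at resolution 0.5 and 15 as differences of mean log values, where 25 were higher in Cxcl9+ cells; that scale compresses genes of low level. Ccl22 and Ccl17 turned to 0.27 and 1.17 without the 5% of cells with the most UMIs, while 1305 of 1440 log2 ratios of 80 named genes and 250 of 252 list medians moved by less than 0.5 under the alternatives. Settings that change only the minimum CPM cannot move a single gene's ratio, so part of the 1305 was fixed in advance. The 1440 also include differences of mean log values. The monocyte list's log2 ratio was -0.62 at resolution 0.5, -0.38 in all cells, -0.11 under the looser filter, -0.11 at 2 UMIs and 0.37 in macrophage-like clusters only. The NRF2 target score difference was 0.0870 at resolution 0.5 and 0.00733 in macrophage-like clusters only, and on the negative side -0.0438 with the short list, -0.0140 with high Scrublet scores left out, -0.0135 with the mature dendritic cell cluster, -0.00944 on thinned counts and -0.00665 under the looser filter. The Spp1 share of the highest minus the lowest score quartile was 2.22 percentage points at resolution 0.5 and between -16.4 and -10.3 in the other 16 settings. The same difference for Cxcl9 was 1.69 without thinning, 0.814 with the short list, 0.651 with the list mean minus all genes, 0.630 at resolution 2, 0.252 on thinned scores, -8.85 in macrophage-like clusters only and -9.47 at resolution 0.5, so it has no stable direction. Where no construction is named, the cause was not tested. Counts are few for some genes: in Spp1+Cxcl9- and Cxcl9+Spp1- cells, Ccl22 had 54 and 646 UMIs, Ccl17 52 and 353, and Slc40a1 182 and 89. In the same classes Il12b had 97 and 731 UMIs, and Marco 70 and 454.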

Differences from the paper's values

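The setting with macrophage-like clusters only and the quartiles within clusters were chosen after the values were seen. No number that the paper states was computed here, so only its statements of order are compared.

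The paper states that its NRF2-imprinted TAM score is higher in Spp1+ than in Cxcl9+ cells, with cells that hold both in between, and that the highest quartile overlaps with Spp1+ macrophages (figure 3D). That score combines genes raised and genes lowered in Keap1 KO TAMs. The paper describes it as a footprint left by NRF2 activation while cells differentiate, and not as momentary activity. The score of canonical NRF2 targets is a different list and measure, so its order need not match. With it, Spp1+ cells stood at 0.414, cells with both at 0.368 and Cxcl9+ cells at 0.436. The Spp1 share was 28.2% in the highest against 41.8% in the lowest quartile. Of 22 targets with at least 10 CPM, the median log2 ratio between Spp1+ and Cxcl9+ cells was 0.01. Hmox1 (0.65) and Gclm (0.31) were higher in Spp1+ cells, but both were lowest in cells that hold Spp1 and Cxcl9 (1093 CPM of Hmox1 and 59.0 CPM of Gclm). Cells with neither gene in thinned counts held 2359 CPM of Hmox1 and 103 CPM of Gclm, against 2312 and 99.5 CPM in Spp1+ cells. With quartiles within clusters, the Spp1 share of the highest quartile lay above that of the lowest in 5 of 7 clusters, by 3.28 to 8.95 percentage points with overlapping intervals in each, and below it in cluster 1 (-25.3 points, intervals apart) and cluster 6 (-9.26 points). Of the settings fixed before the data were examined, Leiden resolution 0.5 gave a higher score in Spp1+ cells (0.0870) and a higher Spp1 share in the highest quartile (2.22 percentage points), and the others did not. Macrophage-like clusters only, chosen after seeing the values, gave 0.00733 for the score.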

Other observations

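The tests of pairs of cells on unthinned counts, of simulated pairs, of depth and of cluster 2 were chosen after the result was seen: the bound for pairs was written before without naming a depth, and was first set against the thinned share, which left the explanation open, while the settings without thinning, with Scrublet and with scores on thinned counts were planned as alternatives.

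Macrophages with both Spp1 and Cxcl9 UMIs resembled different classes in different genes. Cxcl10 was at 1371 CPM in them (1346 to 1396), against 1361 CPM in Cxcl9+Spp1- and 809 CPM in Spp1+Cxcl9- cells. H2-Eb1 lay in between, with 1806 CPM against 3941 and 1001 CPM, and so did Arg1, with 2156 CPM against 1160 and 3870 CPM. F13a1, a gene of monocytes and some macrophages, was lowest in cells with both (189 CPM, 180 to 198) and highest in cells with neither (611 CPM, 601 to 621). Cells with both had the highest median before thinning, 9895 UMIs. The median was 7690 in Spp1+Cxcl9- cells, 8034 in Cxcl9+Spp1- cells and 7000 in cells with neither. Levels in between can therefore also come from pairs of cells in 1 droplet.

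Cells with UMIs of both genes could be pairs of cells in 1 droplet. Without thinning, 22.7% of macrophages held both (21.8% to 23.7%), above 14.5%, which is 1.5 times the share of barcodes expected to hold 2 or more cells, so such pairs cannot be the whole cause. The thinned share of 9.56% decides nothing, as it moves with the depth chosen. Pairs may still give a part. In 5000 simulated pairs of a macrophage with any cell, neither cell held both genes in its own thinned counts. Their unthinned counts were summed and thinned, and 14.3% of pairs then held both, which would come to 1.38% of barcodes. Cells that held both genes only before thinning were not kept out, so part of the 14.3% may not come from pairing. With the highest Scrublet scores left out, 8.35% of thinned cells held both. That setting thinned to 2100 UMIs and not 2400, so part of the fall from 9.56% can come from depth. Free RNA of Spp1 or Cxcl9 stays open, and no biological explanation was tested.

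The lower Spp1 share in the highest quartile of the NRF2 target score might come from depth or from macrophage-like cluster 2, which carries resident-like macrophage genes. With the score on counts thinned to 1 depth, the share was still different by -12.0 percentage points, highest minus lowest quartile, and without cluster 2 by -9.99, so neither accounts for more than a part. Within clusters the difference ran from -25.3 points in cluster 1 to 8.95 points in cluster 3, and was negative only in clusters 1 and 6. The pooled fall is therefore not a fall within each cluster. Leaving out cluster 2 alone does not test how far the make-up of the quartiles by cluster gives the pooled difference. The choice of NRF2 targets stays open, and no biological explanation was tested, since all cells come from 1 condition.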
